# MacroH2A restricts inflammatory gene expression in melanoma cancer-associated fibroblasts by coordinating chromatin looping

**DOI:** 10.1038/s41556-023-01208-7

**Published:** 2023-08-21

**Authors:** Dan Filipescu, Saul Carcamo, Aman Agarwal, Navpreet Tung, Étienne Humblin, Matthew S. Goldberg, Nikki S. Vyas, Kristin G. Beaumont, Deniz Demircioglu, Subhasree Sridhar, Flavia G. Ghiraldini, Claudia Capparelli, Andrew E. Aplin, Hélène Salmon, Robert Sebra, Alice O. Kamphorst, Miriam Merad, Dan Hasson, Emily Bernstein

**Keywords:** Melanoma, Mechanisms of disease

## Abstract

MacroH2A has established tumour suppressive functions in melanoma and other cancers, but an unappreciated role in the tumour microenvironment. Using an autochthonous, immunocompetent mouse model of melanoma, we demonstrate that mice devoid of macroH2A variants exhibit increased tumour burden compared with wild-type counterparts. MacroH2A-deficient tumours accumulate immunosuppressive monocytes and are depleted of functional cytotoxic T cells, characteristics consistent with a compromised anti-tumour response. Single cell and spatial transcriptomics identify increased dedifferentiation along the neural crest lineage of the tumour compartment and increased frequency and activation of cancer-associated fibroblasts following macroH2A loss. Mechanistically, macroH2A-deficient cancer-associated fibroblasts display increased myeloid chemoattractant activity as a consequence of hyperinducible expression of inflammatory genes, which is enforced by increased chromatin looping of their promoters to enhancers that gain H3K27ac. In summary, we reveal a tumour suppressive role for macroH2A variants through the regulation of chromatin architecture in the tumour stroma with potential implications for human melanoma.

## Abstract (web summary)

Filipescu et al. report that macroH2A deficiency in cancer-associated fibroblasts leads to altered chromatin looping and elevated inflammatory gene expression, thereby affecting immune cell function and limiting the anti-tumour response in melanoma.

## Main

Histone variant chromatin incorporation has profound consequences within the cell, and its deregulation plays an important role in cancer^1^. Among the H2A variants, macroH2A has a distinct carboxy-terminal non-histone macro domain^2^. Vertebrate genomes contain two macroH2A genes: *H2AFY* and *H2AFY2*. *H2AFY* (also known as *MACROH2A1*) produces alternative splice isoforms, macroH2A1.1 and macroH2A1.2, whereas *H2AFY2* (also known as *MACROH2A2*) produces macroH2A2 (refs. ^3,4^). Although macroH2A generally associates with condensed chromatin and transcriptionally inactive genes (see ref. ^5^ for review), its role in distinct cell types, tissues or disease states is complex^1,6–9^. Notably, the function of macroH2A variants during tumorigenesis in vivo remains poorly understood.

Mice deficient for both *H2afy* and *H2afy2*, referred to as double KO (dKO) herein, lack manifest developmental abnormalities or cancer development during ageing^10^. However, macroH2A regulates cellular states. For example, macroH2A variants impede reprogramming of somatic cells towards pluripotency^11–13^ and mediate gene expression in response to stimuli, such as pro-inflammatory signals^7,14–16^ or oncogene-induced senescence^8^.

Melanoma incidence is rising and remains clinically challenging to treat^17^. We have previously shown that macroH2A expression is lost in advanced human melanoma and, functionally, macroH2A depletion from melanoma cells promoted enhanced tumour growth and metastatic colonization^18^. Accordingly, overexpression of macroH2A2 induced tumour cell dormancy and suppressed the growth of disseminated cancer cells into overt metastasis^19^. Furthermore, high macroH2A levels correlate with favourable prognosis in lung cancer and in colon cancer^20,21^. Collectively, these data provide support for a tumour suppressive role for macroH2A.

Epigenetic regulation of the melanoma tumour microenvironment (TME) remains poorly characterized. Here we investigate the consequences of macroH2A deficiency on autochthonous BRAF^V600E^/PTEN-deficient melanomas. We report an unappreciated level of intratumoral heterogeneity and an impaired anti-tumour immune response in dKO animals. This phenotype is driven by cancer-associated fibroblasts (CAFs), which accumulate in the TME and express high levels of inflammatory genes through increased promoter–enhancer interactions. Our study highlights a unique role for macroH2A histones in the TME by limiting the pro-inflammatory properties of the tumour stroma.

## Results

### MacroH2A suppresses autochthonous melanoma growth

We crossed mice constitutively deficient for macroH2A histones (*H2afy* and *H2afy2* dKO strain)^10^ to the *Braf*^*CA*^*Pten*^*fl*^*Tyr-CreERT2* triallelic melanoma strain^22^ (Extended Data Fig. 1a) and initiated tumours through the topical application of 4-hydroxytamoxifen in wild-type (WT) mice and in dKO mice. Although the tumour area was similar at 25 days post-induction (DPI), by 50 DPI, dKO tumours acquired a significant >40% increase in area and a twofold increase in weight versus WT tumours. The increase was independent of sex (Fig. 1a–c and Extended Data Fig. 1b) and involved increased vertical growth (Fig. 1d). The dKO tumours displayed accelerated development (Fig. 1e) and progressed beyond 50 mm^2^ significantly earlier than WT tumours (Extended Data Fig. 1c).

**Fig. 1:**
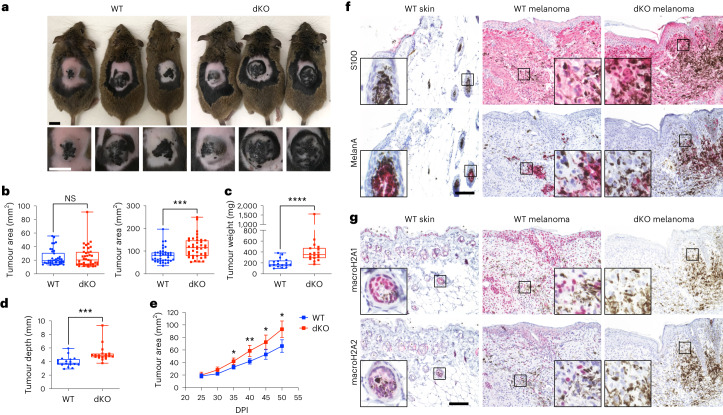
MacroH2A loss in the melanoma TME promotes primary tumour growth. **a**, Macroscopic appearance of BRAF^V600E^/PTEN-deficient autochthonous melanomas in macroH2A WT mice and in dKO mice at 50 DPI. **b**, Comparison of tumour area across genotypes at the indicated time points. *n*_WT_ = 38, *n*_dKO_ = 39. *P* = 0.7962 at 25 DPI, *P* = 0.0002 at 50 DPI. **c**, Measured weight of resected tumours at the end point (50 DPI). *n*_WT_ = 17, *n*_dKO_ = 18. *P* < 0.0001. **d**, Average tumour depth calculated from the tumour area and volume at the end point (50 DPI). *n*_WT_ = 17, *n*_dKO_ = 18. For **b**–**d**, significance was determined using Mann–Whitney two-tailed test. Box plot whiskers represent the minimum to maximum range, the box plot limits the 25th to 75th percentiles, and the centre line the median. *P* = 0.0001. **e**, Tumour growth kinetics between 25 and 50 DPI. *n*_WT_ = 22, *n*_dKO_ = 22. Mean and 95% confidence interval error bars are shown. *P* values adjusted for multiple comparisons: *P < 0.05, **P < 0.01, Mann–Whitney two-tailed test. Exact *P* values are provided as numerical source data. **f**, Immunohistochemical characterization of normal dorsal skin and representative tumours in **a**. Antigens indicated are stained pink (Vector Red substrate). **g**, Immunohistochemical analysis as in **f**, but demonstrating macroH2A1 and macroH2A2 staining in normal skin and in WT and dKO melanoma. For **f** and **g**, insets are shown at additional ×4 magnification. Staining was repeated on *n*_WT skin_ = 2, *n*_WT melanoma_ = 7, *n*_dKO melanoma_ = 6 mice with similar results. Scale bars, 100 μm (**f**,**g**) or 1 cm (**a**). NS, not significant. Source data

Histology analyses revealed melanocytic lesions with a pigmented epicentre, loss of pigmentation on the margins and depth, and invasion through subcutaneous muscle as determined by S100 staining (Fig. 1f). MelanA staining was present in pigmented foci within tumours and normal melanocytes in the hair follicle, which suggested that most transformed cells lost melanocytic antigens (Fig. 1f). Differences were not observed in proliferation markers, melanocytic spread into the epidermis (pagetoid scatter) or pigmentation between genotypes (Extended Data Fig. 1d–f). Besides melanophages or isolated disseminated tumour cells in lymph nodes (Extended Data Fig. 1g), or rare non-pigmented S100-negative lung lesions (Extended Data Fig. 1h), we did not detect overt metastases at 50 DPI. Furthermore, *Pten*^*WT*^ dKO mice developed nevi following BRAF^V600E^ induction^22^, but did not proliferate or transform during the lifetime of the animals (Extended Data Fig. 1i). MacroH2A1, present throughout normal skin, was retained in melanomas, whereas macroH2A2, detected primarily at low levels in the hair follicle in normal skin, was focally present in the tumour (Fig. 1g and Extended Data Fig. 1j). Altogether, the results indicate that macroH2A loss promotes tumour growth, which may occur through mechanisms distinct from melanocytic hyperproliferation.

### dKO melanomas deregulate anti-tumour immunity genes

Transcriptomic profiling of bulk tumours at 50 DPI highlighted 170 upregulated genes and 218 downregulated genes (Extended Data Fig. 2a and Supplementary Table 1). 

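Bulk RNA was profiled from 12 triallelic melanomas at 50 days after induction, 6 from WT mice (4 female and 2 male) and 6 from dKO mice (1 female and 5 male). These strains develop melanoma after topical 4-hydroxytamoxifen, and both genotypes have a mixed background of mostly 129S with B6 and FVB. The authors prepared poly-A libraries from 1000 ng of total RNA in 3 batches, each holding 2 WT and 2 dKO tumours, and sequenced single reads of 75 bases. They estimated counts per transcript with Salmon 1.2.1 on the Gencode transcripts of GRCm38.p6. Here the estimated counts were summed per gene with Gencode mouse release 21 of GRCm38, which held 139791 of the 140992 transcripts, and were rounded to whole numbers. The total in genes was 22245177 to 80382315 per WT tumour (median 30167018) and 24624892 to 85432438 per dKO tumour (median 36191204). The 4 libraries of batch 2 held at least 75105188 each and the other 8 at most 37757681. The 18097 genes that passed the low-count filter of edgeR (filterByExpr) were tested with its quasi-likelihood test after TMM normalization, in a model with terms for batch, sex and genotype. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 0.75, which are the thresholds of the paper. The paper adjusted its p values by independent hypothesis weighting after DESeq2. Groups of genes were taken from 36 lists, 4 of which the study drew from these samples. The lists were fixed before the count files were read, but after values in the paper's supplementary tables of the same samples had been seen. Shifts of lists in these samples are therefore not fully independent of the paper's results. The lists were tested against all other genes with camera, from limma, at a preset correlation of 0.01 between genes. Expression is given as TMM-normalized CPM, with mean ± SD over the mice of a group. Sums over a list are of such CPM, are not adjusted for batch or sex, and can include listed genes that failed the low-count filter.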

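Reads from both targeted genes remained in the dKO tumours. *H2afy*, which encodes macroH2A1 (GRCm38 chromosome 13, 56073619 to 56136361), stood at 61.2 to 82.4 CPM in the 6 dKO tumours and at 90.5 to 122 in the 6 WT tumours (log2 fold change -0.46, standard error 0.12, adjusted p = 0.367 from edgeR). *H2afy2*, which encodes macroH2A2 (chromosome 10, 61738665 to 61784147), stood at 4.69 to 8.41 CPM and at 7.97 to 13.2 CPM, respectively (log2 fold change -0.98, standard error 0.19, adjusted p = 0.174 from edgeR). The deleted part of each allele is not given in the sources used here, so these remaining counts do not by themselves check the labels. *Xist* and the Y-linked *Ddx3y* followed the stated sex in all 12 tumours. At the thresholds above, 3 genes were higher and 5 were lower in dKO tumours by edgeR, and 1360 genes had an unadjusted p under 0.05. *Tagap1*, a paralogue of a T cell GTPase-activating protein gene (chromosome 17, 6955011 to 6961156), was higher, at 20.1 ± 3.11 CPM in dKO (n = 6) and 7.52 ± 1.05 in WT (n = 6; log2 fold change 1.51, adjusted p = 0.00951 from edgeR). Its log2 ratio of means was 1.50, 1.47 and 1.30 within batches 1, 2 and 3. *Lsamp*, which encodes a neuronal adhesion protein, was higher (log2 fold change 1.62, adjusted p = 0.0296) and *Plac9b* was lower (log2 fold change -1.55, adjusted p = 0.0378 from edgeR). The other called genes, named here after their values were seen, were the ribosomal protein pseudogene *Rpl35a-ps2* (log2 fold change 6.03) and 4 lower zinc-finger family genes, *Gm14296* (-7.46), *Gm14305* (-10.00), *2210418O10Rik* (-3.21) and *Gm14443* (-4.68). These 5 are uncertain because near-identical copies can share their reads. *Tagap1* was called the opposite way in sorted CD8+ T cells of dKO tumours (log2 fold change -4.05, adjusted p = 9.6e-05 from edgeR). *Plac9b* was lower together with the nearby *Plac9a* in dKO dermal fibroblasts before serum. Shared reads were not excluded for *Tagap1*, *Lsamp* or *Plac9b* in the tumours either. The number of higher genes was 0 without the WT male of batch 1, 1 without the WT male of batch 2 and 1 without the only dKO female, and the number of lower genes was 10 without the WT female of batch 2. The call of *Tagap1* was lost without the WT male of batch 1 (adjusted p = 0.173 from edgeR) or the dKO female (adjusted p = 0.137). That of *Lsamp* held only without a WT female of batch 2 or 3, 1 dKO male of batch 2 or 1 of batch 3 (highest adjusted p = 0.304 from edgeR). With an offset for transcript length the call of *Lsamp* was lost (adjusted p = 0.0562 from edgeR), while its log2 fold change was 2.16. That of *Plac9b* held only without the WT female of batch 2 or the dKO male of batch 1 (highest adjusted p = 0.305 from edgeR), and it was lost with the length offset (adjusted p = 0.0669) and in edgeR models without sex (0.127), without batch (0.0795) or without both (0.222). DESeq2 on the same counts called 78 genes higher and 113 lower, and edgeR called 5 and 16 without sex in the model and 5 and 20 with no low-count filter.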

Gene set enrichment analysis (GSEA) terms that were up in dKO samples were primarily associated with immune function (Fig. 2a and Extended Data Fig. 2b). 

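Genes of innate immune pathways moved towards higher expression in dKO tumours as groups, while none of their members was called by edgeR on its own. Of 46 interferon response genes, 40 had a positive log2 fold change, with a median of 0.45 (adjusted p = 1.4e-08 from camera, and adjusted p = 0.41 with an estimated correlation). Their summed expression had a log2 ratio of 0.30, 0.27 and 0.20 within batches 1, 2 and 3. *Parp14*, an ADP-ribosyltransferase induced by interferon, had a log2 fold change of 0.74 (standard error 0.16, adjusted p = 0.268 from edgeR), and *Trim30a*, an interferon-induced TRIM protein, one of 0.83 (standard error 0.21, adjusted p = 0.367 from edgeR). Among 38 NF-κB target genes, 34 had a positive log2 fold change (median 0.35, adjusted p = 2.2e-07 from camera, and adjusted p = 0.41 with an estimated correlation). Their sum had log2 ratios of 0.58, 0.12 and 0.18 within the batches. The shift of these NF-κB genes was lost without the only dKO female (adjusted p = 0.621 from camera). Complement genes followed, with 12 of 16 above 0 and a median of 0.59 (adjusted p = 6.7e-04 from camera, and adjusted p = 0.422 with an estimated correlation). Their sum had log2 ratios of 0.72, 0.52 and -0.01 within batches 1, 2 and 3. *C1s2* and *C1rb*, proteases of the C1 complex, had log2 fold changes of 3.30 (adjusted p = 0.639) and 4.38 (adjusted p = 0.673 from edgeR). The inflammasome genes *Nlrp3* and *Mefv* had log2 fold changes of 2.19 (standard error 0.60, adjusted p = 0.398) and 1.64 (adjusted p = 0.356 from edgeR). At an unadjusted p under 0.05, 16 interferon, 11 NF-κB and 4 complement genes were above WT and none was below, and DESeq2 called 1, 3 and 2 of them. Of the 36 lists tested in the tumours, 20 passed at the preset correlation and 0 with an estimated one.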

The pro-inflammatory cytokines *Ccl2*, *Cxcl1*, *Ccl9* and *Il6* (Fig. 2b), produced by multiple cell types to attract monocytes and myeloid progenitors into tumours^23–26^, were upregulated. 

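*Ccl2*, the main monocyte chemoattractant (GRCm38 chromosome 11, 82035571 to 82037453), measured 20.9 ± 5.94 CPM in dKO and 10.2 ± 3.07 in WT tumours (SD, n = 6 each; log2 fold change 1.19, standard error 0.24, adjusted p = 0.201 from edgeR). Its log2 ratio of means was 1.00, 1.16 and 0.90 within batches 1, 2 and 3. Those of *Ccl9* were 1.46, 0.88 and 0.21, of *Cxcl1* 2.92, 0.30 and 1.91, of *Il6* 3.26, 0.74 and 0.73 and of *Ccl11* 0.88, 0.28 and -0.04. *Ccl9*, a ligand of CCR1 (chromosome 11, 83572919 to 83578636), measured 47.8 ± 20.3 and 26.5 ± 8.27 CPM (log2 fold change 1.02, adjusted p = 0.534 from edgeR). *Cxcl1*, a neutrophil chemoattractant (chromosome 5, 90891241 to 90893115), measured 12.6 ± 13.4 and 2.95 ± 1.34 CPM, with a log2 fold change of 2.04 (standard error 0.69, adjusted p = 0.54 from edgeR). *Il6*, which activates STAT3 in many cell types (chromosome 5, 30013114 to 30019981), measured 3.35 ± 5.59 and 0.725 ± 0.415 CPM, with a log2 fold change of 2.44 (standard error 0.66, adjusted p = 0.395 from edgeR). None of these 4 genes was called by edgeR. The only dKO female held the highest *Il6* level, 14.7 CPM against 0.406 to 2.07 in the other dKO tumours, and without it the log2 fold changes were 1.33 for *Il6* and 1.32 for *Cxcl1*. Of 20 chemoattractants of myeloid cells, 18 had a positive log2 fold change (median 0.74), and the group moved up (adjusted p = 2.2e-07 from camera, and adjusted p = 0.242 with an estimated correlation). None of its members was called by edgeR over all genes, 3 were higher when adjusted over the list alone, 7 had an unadjusted p under 0.05 and 3 were called by DESeq2. The shift of the group was lost without the dKO female (adjusted p = 0.0879 from camera). The eosinophil chemoattractant *Ccl11* had a log2 fold change of 0.79 (adjusted p = 0.149 from edgeR). In a model without sex the log2 fold changes were 0.37 for *Ccl11* and 1.53 for *Il6*. Among 27 genes shown in Fig. 2b, which the study chose on these tumours so that they are not independent evidence, 14 were higher and 10 lower when adjusted over the list alone. EdgeR called none of them over all genes, against 14 above and 10 below WT at an unadjusted p under 0.05 and 13 and 8 called by DESeq2.

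**Figure D1:**
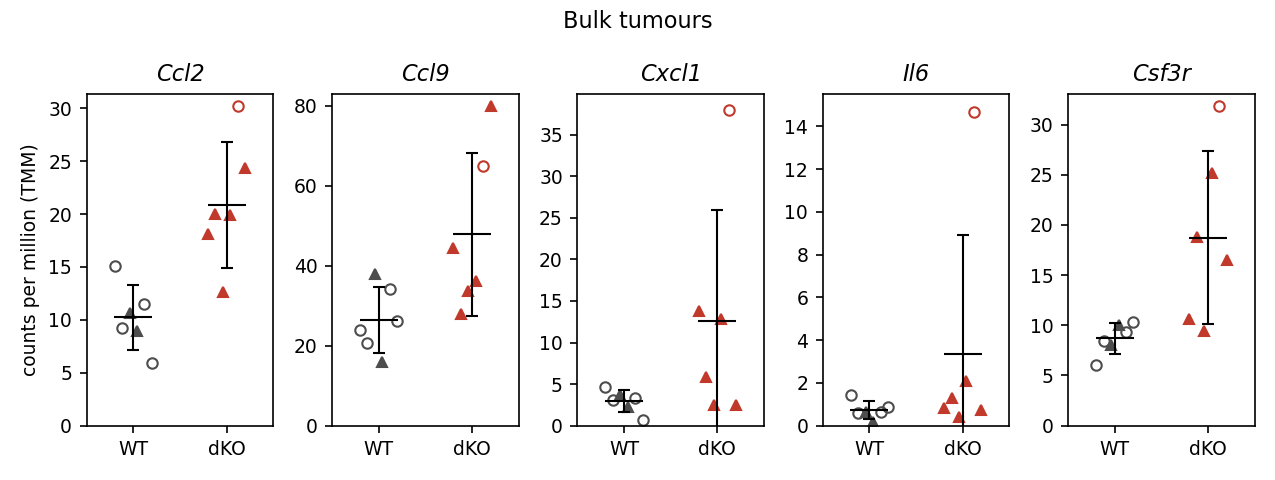
TMM-normalized CPM of Ccl2, Ccl9, Cxcl1, Il6 and Csf3r in each of the 6 WT and 6 dKO tumours. Open circles are female and filled triangles male mice, and bars give the mean ± SD. The only dKO female has 14.7 CPM of Il6, above the 0.406 to 2.07 of the other dKO tumours.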

Monocytes and neutrophils recruited by these cytokines and signalling though the G-CSF receptor (*Csf3r*) may limit the anti-tumour immune response^23–25,27–29^. Also upregulated were matrix metalloproteinases (Fig. 2b), which have numerous functions, including proteolysis-mediated activation of secreted chemokines^30,31^.

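*Csf3r*, the G-CSF receptor gene of the neutrophil lineage (GRCm38 chromosome 4, 126024550 to 126044440), measured 18.7 ± 8.60 CPM in dKO and 8.72 ± 1.55 in WT tumours (SD, n = 6 each; log2 fold change 1.24, standard error 0.32, adjusted p = 0.374 from edgeR). Within batches 1, 2 and 3, the log2 ratio of its means was 1.40, 1.09 and 0.82, and its log2 fold change was 0.62 without the only dKO female. Of 8 neutrophil markers, 7 had a positive log2 fold change (median 0.44, adjusted p = 0.0168 from camera, and adjusted p = 0.477 with an estimated correlation). The summed expression of the list was 269.6 ± 212 CPM in dKO and 373 ± 268 in WT tumours, with a log2 ratio of 0.49, -2.11 and 0.53 within the batches. The sum and the median over genes differ in sign, but only the median is adjusted for batch and sex and limited to tested genes. Of 21 monocyte and macrophage markers, 16 had a positive log2 fold change (median 0.18, adjusted p = 0.0304 from camera, and adjusted p = 0.453 with an estimated correlation), and their sum was 1705 ± 378 CPM in dKO and 1390.0 ± 283 in WT tumours. *Ccr1*, a chemokine receptor of monocytes and neutrophils, measured 27.3 ± 10.7 and 17.3 ± 3.30 CPM (log2 fold change 0.96, standard error 0.19, adjusted p = 0.198 from edgeR). No marker of either list was called by edgeR, 3 neutrophil and 4 monocyte markers were above WT at an unadjusted p under 0.05, and DESeq2 called 2 and 0.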

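Metalloproteinase genes moved up as a group in dKO tumours, with 16 of 17 members above 0 and a median log2 fold change of 0.63 (adjusted p = 6.7e-06 from camera, and adjusted p = 0.144 with an estimated correlation). Their summed expression was 2905 ± 317 CPM in dKO and 2238 ± 186 in WT tumours (SD, n = 6 each), and the 2 groups did not overlap. Within batches 1, 2 and 3 the log2 ratio of the sums was 0.47, 0.28 and 0.37. *Adamts5*, an aggrecan- and versican-cleaving enzyme (GRCm38 chromosome 16, 85856173 to 85901828), measured 260.4 ± 57.5 CPM in dKO and 148 ± 23.1 in WT tumours, also without overlap (log2 fold change 0.96, standard error 0.17, adjusted p = 0.134 from edgeR). *Mmp3*, or stromelysin-1, which cleaves matrix proteins and activates other metalloproteinases (chromosome 9, 7445822 to 7455975), measured 117 ± 90.4 and 49.3 ± 11.3 CPM (log2 fold change 1.65, standard error 0.32, adjusted p = 0.195 from edgeR). The neutrophil collagenase gene *Mmp8* measured 1.34 ± 1.29 and 0.255 ± 0.157 CPM (log2 fold change 3.07, adjusted p = 0.327 from edgeR), and *Adamdec1* had a log2 fold change of 1.63 (adjusted p = 0.235 from edgeR). Over all genes edgeR called none of the list, 6 were higher when adjusted over the list alone, 7 were above and 1 below WT at an unadjusted p under 0.05, and DESeq2 called 4 higher. The list was written after values of the paper for the same tumours had been seen, so its shift is not fully independent evidence. The shift of the group was lost without the only dKO female (adjusted p = 0.108 from camera).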

**Fig. 2:**
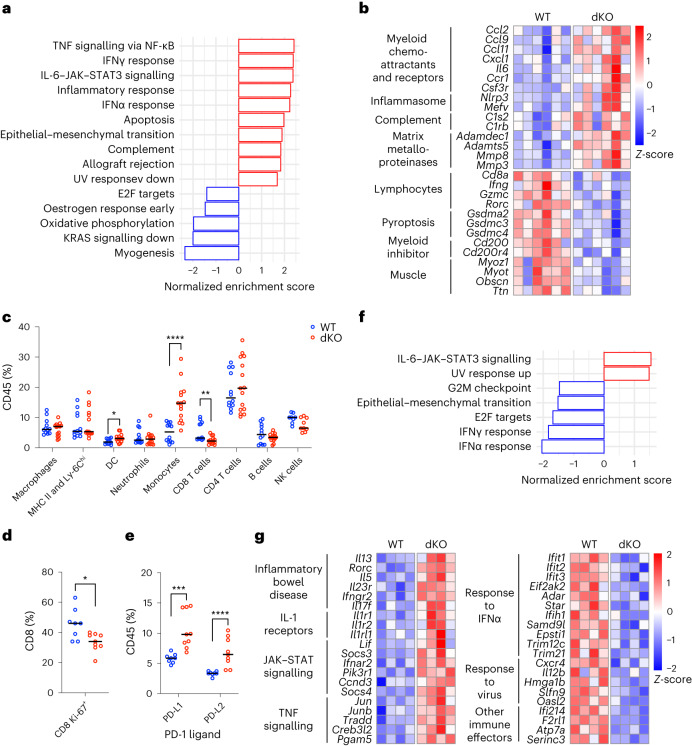
MacroH2A-deficient melanomas deregulate genes associated with an immune anti-tumour response, and accumulate monocytes and dysfunctional CD8^+^ T cells. **a**, GSEA of hallmark pathways performed on bulk RNA-seq of triallelic melanomas at 50 DPI. dKO versus WT comparison. The top ten significant (Benjamini–Hochberg adjusted *P* < 0.05) pathways are shown. Exact *P* values are provided in Supplementary Table 1. **b**, Heatmap of DEGs in WT and dKO melanomas (bulk tumour), grouped under selected top gene enrichment terms defined using Homer analysis. Each column represents an independent tumour. Expression values are normalized row-wise as *Z*-scores. **c**, Quantification of indicated non-overlapping tumour-infiltrating immune cell populations at 50 DPI, determined by flow cytometry. *n*_WT_ = 12, *n*_dKO_ = 15 except for the natural killer (NK) cell population, for which *n*_WT_ = 8 and *n*_dKO_ = 11. DC, dendritic cells; MHC, major histocompatibility complex. **d**, Proliferative status of CD8^+^ T cells in **c** assessed as a percentage of Ki-67 positivity by flow cytometry. **e**, Expression of PD-1 ligands on immune cells assessed as a percentage of PD-L1 or PD-L2 positivity by flow cytometry. For **d** and **e**, *n*_WT_ = 8, *n*_dKO_ = 9. For **c**–**e**, Mann–Whitney two-tailed test *P* values shown: *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, with exact *P* values provided as numerical source data. The centre line represents the median. Non-significant differences are not labelled. **f**, GSEA of hallmark pathways performed on RNA-seq of CD8^+^ T cells sorted by flow cytometry from melanomas at 50 DPI. dKO cells versus WT comparison. **g**, Heatmap of DEGs in WT and dKO melanoma-infiltrating sorted CD8^+^ T cells, grouped under selected top gene enrichment terms defined using Homer analysis. Each column represents target cells from an independent tumour. Expression values are normalized row-wise as *Z*-scores. Source data

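Skeletal muscle genes moved down as a group in the dKO tumours at the preset correlation, but not with an estimated one. The same held for keratinocyte genes, whose shift was also lost without the only dKO female. All 32 muscle genes tested had a negative log2 fold change, with a median of -1.38 (adjusted p = 1.5e-20 from camera, and adjusted p = 0.322 with an estimated correlation). Their summed expression was 2104 ± 907 CPM in dKO and 4624 ± 3071 in WT tumours (SD, n = 6 each), with a log2 ratio of -0.89, -0.91 and -1.61 within library batches 1, 2 and 3. *Ttn*, which encodes the sarcomere spring titin, measured 144 ± 73.7 CPM in dKO and 295 ± 156 in WT tumours (log2 fold change -1.26, standard error 0.46, adjusted p = 0.575 from edgeR, and log2 fold change -1.97 with an offset for transcript length). *Myoz1*, a Z-disc protein of fast muscle fibres (GRCm38 chromosome 14, 20649107 to 20656540), had a log2 fold change of -1.89 (adjusted p = 0.355 from edgeR, and 0.042 without the WT female of batch 2). Of 27 keratinocyte genes, 24 had a negative log2 fold change (median -0.38, adjusted p = 1.8e-05 from camera, and adjusted p = 0.453 with an estimated correlation). *Sprr1a*, a precursor of the cornified envelope, measured 239 ± 151 CPM in dKO and 486 ± 263 in WT tumours (log2 fold change -1.11, standard error 0.38, adjusted p = 0.544 from edgeR), and the hair follicle keratin *Krt79* had a log2 fold change of -0.87 (adjusted p = 0.673 from edgeR). Neither list had a gene called by edgeR over all genes, 27 muscle genes and 1 keratinocyte gene were below WT at an unadjusted p under 0.05, DESeq2 called 11 and 0, and 27 muscle genes were lower when adjusted over the list alone. The keratinocyte shift was lost without the only dKO female (adjusted p = 0.866 from camera), and the log2 fold change of *Krt79* was -0.39 without it and -1.40 without the WT male of batch 1.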

Among the downregulated genes, those associated with muscle and keratinization (Fig. 2b and Extended Data Fig. 2b) indicated displacement of normal epidermal and subcutaneous muscle structures in the dKO samples. Also downregulated were gasdermins, mediators of pyroptosis, an immunogenic form of cell death^32^, together with the CD200 axis, which inhibits myeloid cell function^33,34^. 

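*Gsdmc4* and *Gsdmc3*, members of the gasdermin C cluster of pore-forming proteins, had levels in the 6 dKO tumours that did not overlap those in the 6 WT tumours. *Gsdmc4* (GRCm38 chromosome 15, 63891264 to 63912297) measured 0.205 ± 0.161 CPM in dKO and 7.24 ± 3.58 in WT tumours (SD, n = 6 each; log2 fold change -4.72, standard error 0.65, adjusted p = 0.0601 from edgeR), with a log2 ratio of -4.57, -5.89 and -5.36 within batches 1, 2 and 3. *Gsdmc3* (chromosome 15, 63857724 to 63878558) measured 1.40 ± 1.60 and 13.5 ± 5.53 CPM (log2 fold change -3.66, standard error 0.64, adjusted p = 0.128 from edgeR), and these near-identical neighbours can share reads. The skin gasdermin *Gsdma2* had a log2 fold change of -0.96 (standard error 0.76, adjusted p = 0.796 from edgeR). Of 9 gasdermins, 6 had a negative log2 fold change (median -0.43, adjusted p = 0.00292 from camera, and adjusted p = 0.144 with an estimated correlation), and 2 were lower when adjusted over the list alone. Their sum had log2 ratios of -0.71, -9.4e-05 and -0.93 within the batches. EdgeR called none of them over all genes, 2 were below WT at an unadjusted p under 0.05 and DESeq2 called 2. The ligand gene *Cd200* (chromosome 16, 45382135 to 45409053), whose product restrains myeloid cells, measured 319 ± 64.5 CPM in dKO and 323 ± 33.1 in WT tumours (log2 fold change -0.04, standard error 0.17, adjusted p = 0.969 from edgeR). Its log2 ratios within the batches were 0.02, -0.33 and 0.24. *Cd200r4*, a receptor of the family, measured 0.439 ± 0.358 and 2.24 ± 0.844 CPM, without overlap (log2 fold change -2.22, standard error 0.56, adjusted p = 0.367 from edgeR). *Gsdmc4* was lower by edgeR without either dKO male of batch 3 (adjusted p = 0.0291 and 0.0411). The shift of the gasdermins was lost without the only dKO female (adjusted p = 0.182 from camera). The log2 fold change of Gsdma2 was -0.23 without the dKO female and -1.73 without the WT male of batch 1, -2.28 with an offset for transcript length (adjusted p = 0.364 from edgeR) and -1.52 with neither batch nor sex in the model. That of *Cd200* was -0.27 without the dKO female and turned positive, at 0.02 to 0.05, without the WT male of batch 1 or of batch 2 or 1 dKO male of batch 2, and it was -0.90 with the length offset (adjusted p = 0.228 from edgeR).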

Importantly, dKO tumours downregulated markers of effector CD8^+^ cells, including *Cd8a*, *Ifng* and *Gzmc*. 

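*Gzmc*, which encodes a granzyme of activated cytotoxic lymphocytes (GRCm38 chromosome 14, 56231441 to 56234656), measured 2.15 ± 0.646 CPM in dKO and 5.38 ± 1.93 in WT tumours (SD, n = 6 each), and the 2 groups did not overlap (log2 fold change -1.54, standard error 0.32, adjusted p = 0.224 from edgeR). *Cd8a*, the CD8 co-receptor chain (chromosome 6, 71373427 to 71379173), measured 1.20 ± 0.452 and 2.48 ± 1.13 CPM (log2 fold change -1.28, standard error 0.46, adjusted p = 0.575 from edgeR). Within batches 1, 2 and 3, the log2 ratio of means was -1.87, -1.50 and -0.58 for *Gzmc* and -1.99, -1.25 and 0.38 for *Cd8a*. *Ifng*, the effector cytokine interferon-γ, had 1 to 40 counts per tumour and was left out by the low-count filter. Of 24 T cell and cytotoxic genes, 19 had a negative log2 fold change, with a median of -0.38, and the group moved down (adjusted p = 2.3e-05 from camera, and adjusted p = 0.41 with an estimated correlation). Their summed expression was 52.3 ± 16.6 CPM in dKO and 68.5 ± 10.2 in WT tumours, with a log2 ratio of -0.31, -0.39 and -0.47 within the batches. *Ctsw*, a protease of cytotoxic lymphocytes, had a log2 fold change of -0.87 (adjusted p = 0.494 from edgeR). EdgeR called no member over all genes, 1 was lower when adjusted over the list alone, 5 were below WT at an unadjusted p under 0.05 and DESeq2 called 1. The shift of the group was lost without the only dKO female (adjusted p = 0.108 from camera). From its profiles of the tumours, the paper proposes that the immune response against the tumour is impaired in dKO animals.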

Overall, the transcriptomics data suggest that there is an impaired anti-tumour immune response in dKO animals.

### Tumour-infiltrating immune cell dysfunction in dKO mice

We immunophenotyped tumours at 50 DPI (Extended Data Fig. 2c) and observed expansion of classical (CCR2^+^) and non-classical (CCR2^−^CX3CR1^+^) monocytes in dKO samples (Fig. 2c and Extended Data Fig. 2d,e). These cells, often termed mononuclear phagocyte-like myeloid-derived suppressor cells, inhibit T cell function and have negative prognostic value in cancer^35^. Accordingly, there was a significant reduction in the relative abundance of CD8^+^ T cells (Fig. 2c) and their proliferation (Fig. 2d). Other CD8 cell markers and their counterparts in CD4^+^ cells were not affected (Extended Data Fig. 2f). Increased PD-1 ligands in dKO immune cells (Fig. 2e and Extended Data Fig. 2g), probably stemming from the myeloid compartment to which PD-L2 is mainly restricted^36^, further indicated immunosuppression^37^.

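CD8+ T cells were sorted from melanomas of 4 WT and 4 dKO mice, 2 of each sex per genotype, at 50 days after induction. The authors made low-input libraries from 5 ng of RNA of 5000 sorted cells, and the files were made and summed per gene as for the bulk tumours. The total in genes was 18100807 to 28690034 per WT sample (median 22388719) and 17526681 to 28052271 per dKO sample (median 20137074). The 14944 genes past the filter were tested with terms for sex and genotype, with the thresholds used for the tumours. The spread between replicates was wide (biological coefficient of variation 0.521 in edgeR), and among genes simulated with a log2 change of 1 the test recovered 16%, against 55% at a change of 2. *H2afy* measured 72.1 to 93.9 CPM in the 4 dKO samples and 72.8 to 96.5 in the 4 WT samples (log2 fold change -0.05, or -0.09 to -0.01 without any 1 sample, adjusted p = 0.918 from edgeR). *H2afy2* stayed at or below 0.41 CPM in all 8, so the targeted genes do not check the genotype labels here. *Xist* and *Ddx3y* followed the stated sex. Genes that mark other cells had counts in all 8 samples. Their sums were 500 to 3569.7 CPM for fibroblast genes, 391.7 to 1763 for monocyte and macrophage markers and 84.7 to 1447 for B cell and plasma cell markers. Melanocyte and neutrophil reads each stood out in 1 sample. Summed melanocyte genes reached 304 CPM in 1 WT female against 16.2 to 33.4 in the other samples, and summed neutrophil markers reached 113 CPM in 1 dKO female against 1.02 to 11.4.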

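Interferon response genes moved down in the CD8+ T cells of dKO tumours. Of 45 such genes, 39 had a negative log2 fold change, with a median of -0.61 (adjusted p = 1.3e-14 from camera, and adjusted p = 0.425 with an estimated correlation). *Ifit1*, an antiviral protein that binds uncapped RNA (GRCm38 chromosome 19, 34640871 to 34650009), measured 30.4 ± 15.9 CPM in dKO and 111 ± 38.4 in WT samples (SD, n = 4 each; log2 fold change -1.87, standard error 0.39, adjusted p = 0.101 from edgeR). It was lower without the dKO female with few neutrophil reads (adjusted p = 0.0252 from edgeR). *Ifit3* measured 32.7 ± 19.2 and 106 ± 16.8 CPM (log2 fold change -1.71, adjusted p = 0.191), and *Ifih1*, the cytosolic RNA sensor MDA5, had a log2 fold change of -1.25 (standard error 0.26, adjusted p = 0.103 from edgeR). Of 32 G2/M genes, 29 had a negative log2 fold change (median -0.46, adjusted p = 3.1e-04 from camera, and adjusted p = 0.822 with an estimated correlation), among them *Espl1*, the separase that splits sister chromatids (log2 fold change -1.97, adjusted p = 0.129 from edgeR), and *Nusap1*, a spindle protein (log2 fold change -0.75, adjusted p = 0.189 from edgeR). Of 41 E2F target genes, 34 had a negative log2 fold change (median -0.38, adjusted p = 1.2e-04 from camera, and adjusted p = 0.822 with an estimated correlation). The only member called by edgeR, *Mcm6*, a subunit of the replicative helicase (chromosome 1, 128331590 to 128359664), was higher, at 152 ± 23.2 CPM in dKO and 69.3 ± 19.3 in WT samples (log2 fold change 1.15, adjusted p = 0.0405 from edgeR), a call lost without any 1 sample other than the WT female with melanocyte reads (highest adjusted p = 0.151), with an offset for transcript length (0.0541), without sex in the model (0.0695) or without both samples in which melanocyte or neutrophil reads stood out (0.096). EdgeR called no interferon or G2/M gene over all genes, and 5 interferon genes were lower when adjusted over the list alone. At an unadjusted p under 0.05, 24 interferon genes were below and 0 above WT, 3 G2/M genes below and 1 above, and 10 E2F genes below and 4 above. DESeq2 called 5 interferon and 2 G2/M genes lower. Of the E2F genes it called 2 higher and 3 lower. Summed keratinocyte genes, which mark other skin cells, measured 289.8 ± 25.1 CPM in dKO and 580.2 ± 291 in WT samples. Over all genes DESeq2 called 282 higher and 169 lower, edgeR with no low-count filter 439 and 405, and edgeR with the filter 39 and 35. Among the last were *Baiap3*, an exocytosis regulator (log2 fold change 6.75, adjusted p = 3.9e-04), and *Tagap1* (log2 fold change -4.05, adjusted p = 9.6e-05). By edgeR, leaving out any 1 sample other than the dKO female with few neutrophil reads gave 11 to 22 higher and 12 to 22 lower genes. Leaving out both samples in which melanocyte or neutrophil reads stood out, an alternative chosen after seeing the data, gave 13 and 11.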

By sorting CD8^+^ T cells and profiling them using RNA sequencing (RNA-seq) (Supplementary Table 2), we found downregulation of the G2/M checkpoint and E2F targets, as well as genes associated with response to interferons and viral infection (Fig. 2f,g). 

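Type 17 genes moved up as a group in the CD8+ T cells of dKO tumours at the preset correlation, but not with an estimated one (adjusted p = 0.425 from camera). The type 2 cytokine genes *Il13* and *Il5*, not called by edgeR, had positive log2 fold changes. *Il23r*, the IL-23 receptor (GRCm38 chromosome 6, 67422932 to 67491855), measured 11.5 ± 4.63 CPM in dKO and 2.54 ± 1.29 in WT samples (SD, n = 4 each), without overlap (log2 fold change 2.09, standard error 0.51, adjusted p = 0.16 from edgeR). *Il17f*, a neutrophil-recruiting cytokine (chromosome 1, 20777146 to 20790617), measured 119 ± 93.7 and 23.8 ± 25.4 CPM (log2 fold change 2.59, standard error 0.68, adjusted p = 0.205 from edgeR). Of 11 type 17 genes, 10 had a positive log2 fold change, with a median of 1.77 (adjusted p = 7.7e-06 from camera, and adjusted p = 0.425 with an estimated correlation), and 4 were higher when adjusted over the list alone. Of 10 genes that mark group 2 innate lymphoid cells, 9 had a positive log2 fold change (median 1.65, adjusted p = 0.00106 from camera, and adjusted p = 0.686 with an estimated correlation). Their sum was 947 ± 511 CPM in dKO and 455 ± 158 in WT samples, with 1679 CPM in the dKO female that also held the neutrophil reads. The type 2 cytokine *Il13* (chromosome 11, 53631324 to 53634702) measured 79.0 ± 57.6 and 14.1 ± 3.99 CPM (log2 fold change 2.39, adjusted p = 0.113 from edgeR), *Il5*, which drives eosinophils, had a log2 fold change of 3.11 (adjusted p = 0.227 from edgeR), and *Areg*, an epidermal growth factor receptor ligand, one of 2.47 (adjusted p = 0.0783 from edgeR). EdgeR called no gene of these 2 lists over all genes, 7 and 5 were above WT at an unadjusted p under 0.05, and DESeq2 called 3 and 3.

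**Figure D2:**
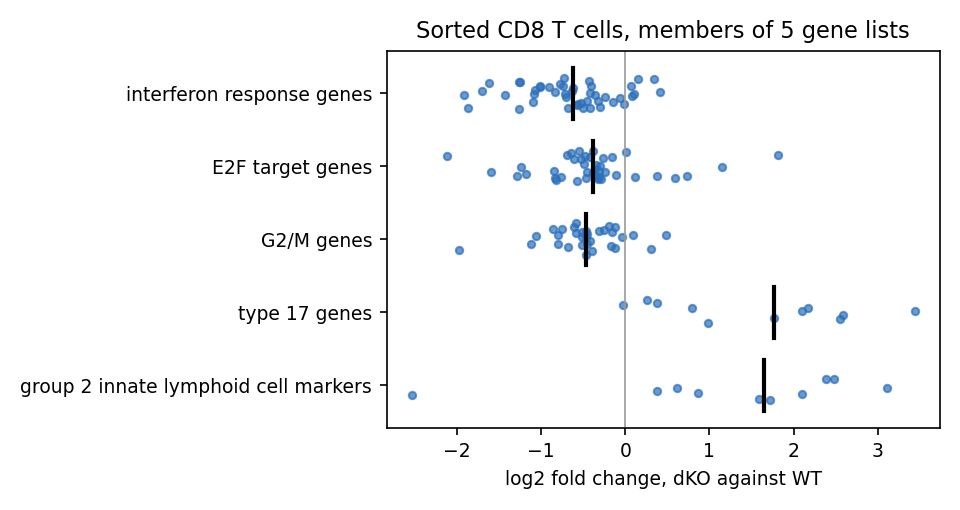
Log2 fold change, dKO against WT, of each tested gene of 5 lists in sorted CD8 T cells (n = 4 each). Each point is a gene and the black bar is the median of its list, which is -0.61 for interferon response genes and 1.77 for type 17 genes.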

Upregulated genes highlighted a pathological CD8^+^ T cell phenotype, including the RORγt receptor (*Rorc*), IL-17F and IL-23R, which are markers of T_C_17 cell polarization. This response can be driven by monocyte-derived IL-1β (the receptors of which are upregulated in the dKO CD8^+^ population; Fig. 2g), IL-6 and IL-23 (which signal though the upregulated JAK–STAT pathway)^38^ (Fig. 2f), and is associated with impaired anti-tumour activity^39–41^. 

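*Il1r2*, the decoy receptor that captures IL-1, measured 358 ± 255 CPM in dKO and 129 ± 83.2 in WT CD8+ T cells (SD, n = 4 each; log2 fold change 1.54, standard error 0.48, adjusted p = 0.28 from edgeR, and log2 fold change 1.02 without 1 of the dKO males). *Il1r1*, the signalling IL-1 receptor, measured 32.0 ± 12.7 and 16.1 ± 3.25 CPM, without overlap (log2 fold change 0.98, standard error 0.29, adjusted p = 0.264 from edgeR), and the IL-33 receptor gene *Il1rl1* had a log2 fold change of 1.72 (adjusted p = 0.38 from edgeR). Among JAK-STAT genes, *Ifngr2*, a chain of the interferon-γ receptor (GRCm38 chromosome 16, 91547072 to 91565623), was higher in dKO, at 59.1 ± 11.9 and 17.5 ± 4.57 CPM (log2 fold change 1.76, standard error 0.25, adjusted p = 0.0305 from edgeR). *Socs4*, of the family that damps cytokine receptor signalling (chromosome 14, 47276931 to 47296102), was higher, at 44.6 ± 10.0 and 19.5 ± 3.66 CPM (log2 fold change 1.19, standard error 0.18, adjusted p = 0.0372 from edgeR). *Socs3*, induced by STAT3, measured 275 ± 119 and 98.7 ± 39.0 CPM (log2 fold change 1.53, adjusted p = 0.0783), *Ifnar2*, a chain of the type I interferon receptor, had a log2 fold change of 1.14 (adjusted p = 0.174), and the IL-6 family cytokine *Lif* one of 2.32 (adjusted p = 0.275 from edgeR). The call of *Socs4* was lost whichever of the 8 samples was left out (adjusted p = 0.0551 to 0.143 from edgeR). It was also lost with an offset for transcript length (0.0544), without sex in the model (0.0519) or without both samples in which melanocyte or neutrophil reads stood out (0.184). In these last 3 fits its log2 fold change was 1.52, 1.19 and 1.20. The call of *Ifngr2* was lost without any 1 sample other than the WT female low in melanocyte reads or the dKO female low in neutrophil reads (highest adjusted p = 0.121 from edgeR). It was also lost with the length offset (0.0561) or without both samples in which melanocyte or neutrophil reads stood out (0.248). In these last 2 fits its log2 fold change was 1.97 and 1.62. Among 40 genes of Fig. 2g, chosen by the study on these samples and so not independent evidence, edgeR called 2 higher and 1 lower over all genes, and 19 and 17 when adjusted over the list alone. DESeq2 called 13 and 14.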

Finally, TNF signalling (upregulated in dKO mice; Fig. 2g) in activated melanoma-infiltrating CD8^+^ T cells triggers their death^42^.

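*Tradd*, the adaptor that binds the death domain of TNF receptor 1, measured 33.1 ± 8.82 CPM in dKO and 14.9 ± 8.23 in WT CD8+ T cells (SD, n = 4 each; log2 fold change 1.28, standard error 0.31, adjusted p = 0.169 from edgeR). *Jun*, an AP-1 subunit, measured 62.0 ± 35.5 and 20.1 ± 6.73 CPM, without overlap (log2 fold change 1.61, standard error 0.36, adjusted p = 0.118 from edgeR), and *Junb*, another AP-1 subunit, had a log2 fold change of 2.09 (adjusted p = 0.223 from edgeR). *Creb3l2*, a transcription factor of the endoplasmic reticulum, had a log2 fold change of 0.76 (adjusted p = 0.322), and *Pgam5*, a mitochondrial phosphatase, one of 0.79 (adjusted p = 0.302 from edgeR). Of 38 immediate-early genes, 30 had a positive log2 fold change (median 0.29), and the group moved up (adjusted p = 0.00888 from camera, and adjusted p = 0.822 with an estimated correlation). Its member *Ier2*, a growth factor-inducible gene, measured 735 ± 269 and 175 ± 139 CPM (log2 fold change 2.42, adjusted p = 0.0783 from edgeR). Of 32 NF-κB target genes, 14 had a positive log2 fold change, with a median of -0.12 (adjusted p = 0.948 from camera). Of 11 exhaustion genes, 9 had a negative log2 fold change (median -0.33, adjusted p = 0.015 from camera, and adjusted p = 0.425 with an estimated correlation). *Pdcd1*, which encodes PD-1, measured 597 ± 143 and 1054 ± 263 CPM, without overlap (log2 fold change -0.83, standard error 0.15, adjusted p = 0.0541 from edgeR). No gene of these 3 lists was called by edgeR over all genes. At an unadjusted p under 0.05, 7 immediate-early genes were above and 1 below WT, 3 NF-κB genes above and 3 below, and 1 exhaustion gene above and 3 below. DESeq2 called 3 immediate-early and 2 NF-κB genes higher and 2 exhaustion genes lower. The shift of the exhaustion genes was lost without the dKO female with few neutrophil reads (adjusted p = 0.0671 from camera). From the type 17 genes and receptors, the paper concludes that the dKO CD8+ T cells took on a pathological state, and it states from earlier work that such a state goes with weaker activity against tumours.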

We did not observe significant changes in the relative proportions of immune cells in peripheral blood, regardless of tumour-bearing status (Extended Data Fig. 2h,i), which suggested that immunophenotypic changes were TME-specific. The increase in monocytes and decrease in CD8^+^ T cell abundance and functionality was recapitulated at 35 DPI (Extended Data Fig. 2j,k), which signified that the dKO immunophenotype is not a consequence of tumour size. Together, our data indicate that without macroH2A, increased pro-tumour inflammatory signals in the TME inhibit immune-mediated tumour cell killing, which facilitates tumour growth.

### Melanocyte dedifferentiation in dKO tumours

This melanoma model lacks macroH2A in a constitutive manner; thus, the dKO phenotype could stem from several cell types. We performed single cell RNA-seq (scRNA-seq) of three WT and three dKO melanomas, generating a dataset of ~24,000 high-quality cells. We identified 33 cell clusters, including melanocytes, immune cells and CAFs, as well as rarer cell populations (Fig. 3a). Cell types and states represented by each cluster were annotated on the basis of expression of known lineage markers (Extended Data Fig. 3a), similarity (Fig. 3b) or the most significant cluster-specific genes^43^ (Supplementary Table 3). We performed spatial transcriptomics (ST) to visualize the distribution of tumour populations (spot clusters T1–T6) compared with normal regions (for example, epidermis) in their native tissue context (Fig. 3c and Supplementary Table 4). ST confirmed the identities we ascribed using scRNA-seq (Extended Data Fig. 3b) and the increased tumour area and invasiveness of the dKO tumours (Fig. 3c) as observed above (Fig. 1).

**Fig. 3:**
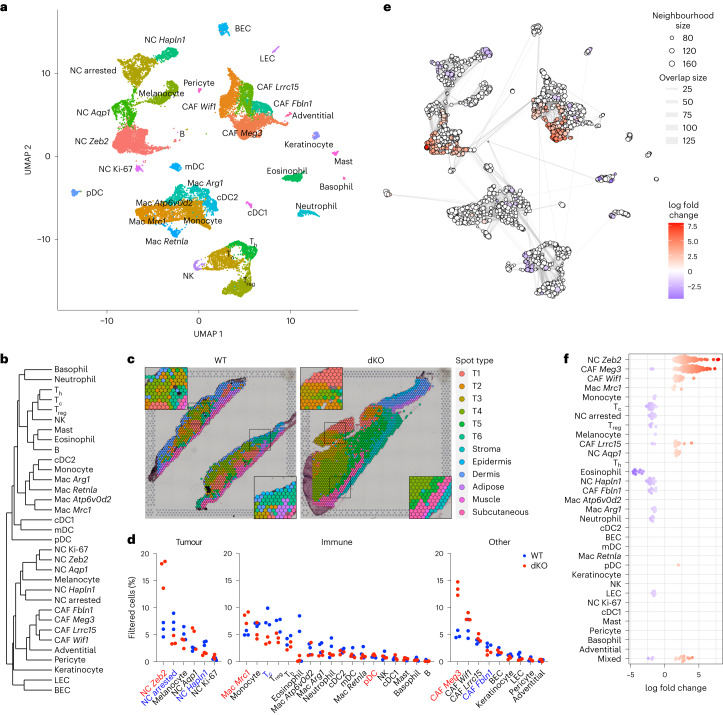
scRNA-seq identifies dKO-associated remodelling of the NC-derived and immune compartments. **a**, Dimension-reduced representation using uniform manifold approximation and projection (UMAP) of cell clusters in WT and dKO melanomas profiled by scRNA-seq at 35 DPI. Dots correspond to single cells from three independently processed tumours per genotype, coloured by cluster identity. **b**, Phylogenetic tree showing the degree of cell type and state similarity based on distances between clusters in principal component analysis space. See Supplementary Table 3 for a description of the cell-type acronyms used. **c**, Distribution of annotated spot types derived from ST analysis, overlaid on WT and dKO tumour histology. Insets are shown at ×2 magnification. **d**, Relative cell frequencies across clusters in individual melanomas profiled by scRNA-seq. Values shown are normalized to the total number of high-quality cells per sample included in the analysis. Names in colour represent clusters with significant differences between WT and dKO frequencies (two-tailed unpaired *t*-test < 0.05); red indicates more abundant in dKO, whereas blue indicates more abundant in WT. *P* values are provided as numerical source data. **e**, UMAP representation of differential abundance analysis performed using Milo. Cells are grouped into overlapping neighbourhoods based on their *k*-nearest neighbour graph position, depicted as circles proportional in size to the number of cells contained, coloured by the log fold change of abundance between genotypes. The graph edge thickness is proportional to the number of cells shared between adjacent neighbourhoods. **f**, Bee swarm plot of significant differences in **e** showing distributions of abundance log fold changes between dKO and WT samples in neighbourhoods belonging to the indicated clusters as in **a**. For **e** **and f**, neighbourhoods with significant differential abundance at a 5% false discovery rate are coloured. In **f**, non-significant neighbourhoods are not shown. Source data

In the tumour compartment, melanocytes represented only ~5% of cells (Fig. 3d); however, ~25% of cells expressed the neural crest (NC) cell marker *Sox10* while lacking melanocyte markers or a *MITF* gene signature derived from a human melanoma scRNA-seq analysis^44^ (Extended Data Fig. 3c–e). These ‘NC’ clusters (Fig. 3a) expressed genes associated with developmental precursors of mouse melanocytes and Schwann cells^45^, including *Ngfr* (NC), *Foxd3* (migratory NC and Schwann cell precursors (SCPs)) and *Dhh* (SCPs) (Extended Data Fig. 3c), and occupied distinct tissue niches in the ST dataset (Extended Data Fig. 3b). The NC arrested cluster displayed a transcriptional profile (Extended Data Fig. 3c) and cell cycle distribution (Extended Data Fig. 3f) that was consistent with growth arrest. The NC clusters *Hapln1* and *Aqp1* expressed melanoma dissemination and NC cell migration genes. Finally, the NC *Zeb2* and NC Ki-67 clusters were characterized by the transcription factor (TF) *Zeb2*, which is involved in the proliferation of melanoma cells before and following dissemination^46^, along with *Gfra3*, which is associated with a NC stem cell signature and residual disease in human melanoma^47^. The NC arrested and *Aqp1* clusters expressed high levels of an AXL-driven programme associated with melanoma invasion^44^, whereas the *Zeb2* and Ki-67 clusters expressed the highest levels of a melanocyte stem cell signature^48^ (Extended Data Fig. 3d,e).

To dissect the relationship between NC cells and melanocytes, we performed cell trajectory analysis (Extended Data Fig. 3g,h). One branch incurred a growth suppressive programme in the NC arrested cluster, whereas a second branch dedifferentiated towards a state resembling the migratory and stem-like stages of NC development (NC *Aqp1* and *Zeb2*/Ki-67 clusters; Extended Data Fig. 3h), which are associated with poor prognosis in human melanoma^49^. This trajectory was supported by the ST data. As expected, melanocytes were present in the dermis and in T1 spots replacing normal dermis (Fig. 3c and Extended Data Fig. 3b). NC arrested cells were most abundant in T2 spots, whereas migratory NC *Aqp1* and *Hapln1* cells defined T3 spots. Meanwhile, T4–T6 spots harboured the bulk of NC *Zeb2* cells that invaded subcutaneous structures (Fig. 3c and Extended Data Fig. 3b). Relative to the total, dKO tumours were enriched in NC *Zeb2* cells to the detriment of NC arrested and *Hapln1* cells (Fig. 3d). This result was confirmed using an unbiased approach that leveraged local cell abundance changes across conditions (Fig. 3e,f). Together, these data suggest that macroH2A deficiency promotes dedifferentiation in the NC compartment.

### Pro-tumour features of myeloid cells in the dKO TME

We identified multiple clusters of mononuclear phagocytes including macrophages (Mac), several of which expressed genes associated with pro-tumour subtypes, including CD206 (*Mrc1*), *Arg1*, *Retnla*, *Fn1* and *C1qa*^50,51^ (Fig. 3a,b and Extended Data Fig. 3i). By annotating against two mouse tumour model scRNA-seq datasets, we found that Mac *Mrc1*, which accumulated in the dKO (Fig. 3d), was fully encompassed by Mac_s2, tumour-enriched macrophages that become depleted following immune checkpoint blockade^52^, and by Mac1, the human counterpart of which is associated with poor prognosis in patients with lung adenocarcinoma^53^ (Extended Data Fig. 3j,k). These similarities reinforce the finding that immunosuppressive myeloid cells accumulate in dKO tumours.

Lymphoid clusters recapitulated the decrease in cytotoxic T (T_c_) cells in dKO tumours (Fig. 3d), as observed by flow cytometry (Fig. 2c). Through reclustering, we refined lymphoid cells such that the T_c_ cell cluster split into a *Cd4*-positive CD4 circulating cluster (Extended Data Fig. 3l,m) and a bona fide CD8 cluster negative for *Cd4*, which was locally depleted in dKO tumours (Extended Data Fig. 3n). Overall, scRNA-seq corroborated our bulk RNA-seq and immunophenotyping data, providing support for the presence of increased immunosuppressive myeloid and decreased T_c_ cell infiltration (Extended Data Fig. 3o) in dKO melanomas.

### CAFs produce pro-inflammatory signals in the dKO TME

We identified four CAF clusters (Extended Data Fig. 4a), which lacked distinction between inflammatory (iCAF), myofibroblastic (myCAF) and antigen-presenting CAFs (apCAF) reported in pancreatic cancer^54^ (Extended Data Fig. 4b,c). This result suggests that there is distinct CAF origin or functional specialization across tumours. The CAF *Meg3* cluster exhibited an almost threefold increase in dKO tumours (Fig. 3d), and with NC *Zeb2*, this cluster was the most relatively enriched cell type (Fig. 3e,f). By computationally assessing the weight of each cluster, CAF *Meg3* was highlighted as the top driver of the dKO transcriptional profile (Fig. 4a). Moreover, we found a significant upregulation of the ‘dKO tumour up’ signature, which consisted of all upregulated genes in the bulk RNA-seq dataset (Supplementary Table 2), across all dKO CAF clusters, as well as a subset of myeloid clusters (Extended Data Fig. 4d). Importantly, the upregulated cytokines in the bulk RNA-seq data (for example, *Ccl2*, *Cxcl1*, *Ccl11* and *Il6*) were significantly overexpressed in dKO CAF clusters (Fig. 4b). We additionally found upregulation of other immediate-early genes (for example, *Jun* and *Fos*), which was indicative of signal response pathway activation. This finding was confirmed by comparing our data to a signature comprising 139 immediate-early genes^55^ (Extended Data Fig. 4e). GSEA revealed upregulation of inflammatory pathways, led by ‘TNFα signalling via NF-κB’ across all CAF clusters (Fig. 4c and Extended Data Fig. 4f), whereas NC *Zeb2*, the next highest cluster (Fig. 4a) did not (Extended Data Fig. 4g). Together with the increased CAF *Meg3* prevalence (Fig. 3d), these data suggest that CAFs are the primary source of the abovementioned cytokines in the TME and promote the dKO immunophenotype. Of note, whereas *H2afy* expression was readily detected across clusters, *H2afy2* was limited to CAFs (Extended Data Fig. 4h), which suggested that its loss contributes to a CAF-specific phenotype.

**Fig. 4:**
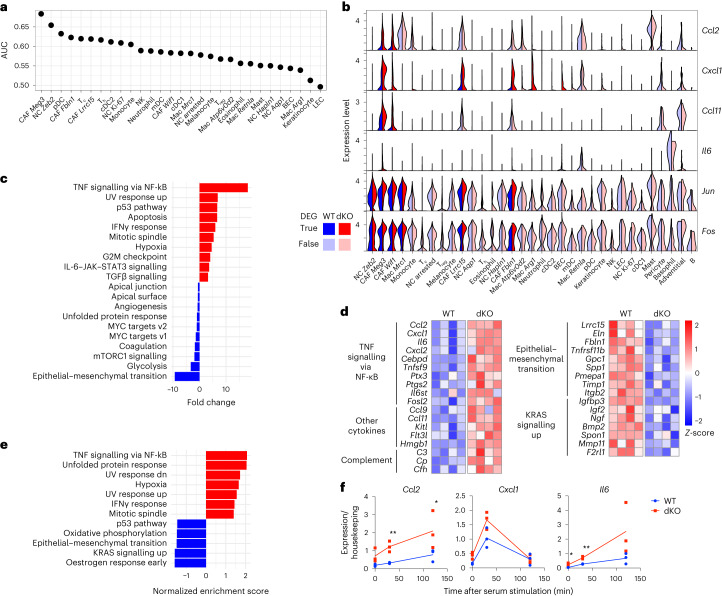
Pro-inflammatory signals in dKO tumours originate from CAFs. **a**, Prioritization of the contribution of each cell cluster to gene expression changes in dKO versus WT samples using Augur, a method that measures the separation in gene expression space between cells in each cluster as a function of genotype. AUC, area under the curve. **b**, Genes of interest with significant upregulation in dKO samples in clusters highlighted in bold colours (Wilcoxon rank-sum test adjusted *P* < 0.05). *P* values are provided in Supplementary Table 3. **c**, Significant hallmark pathways in a GSEA of dKO versus WT samples performed in the CAF *Meg3* cluster. **d**, Heatmap of DEGs in CAFs sorted by flow cytometry from WT and dKO melanomas at 50 DPI, grouped under selected top gene enrichment terms defined using Homer analysis. Each column represents CAFs from an independent tumour. Expression values are normalized row-wise as *Z*-scores. **e**, Significant hallmark pathways in GSEA of sorted CAFs as in **d**. **f**, Expression normalized to housekeeping controls of indicated cytokine genes determined by reverse transcription-qPCR in cultured CAFs isolated from WT and dKO tumours at the indicated times following serum stimulation. Line represents the mean of three independently performed experiments shown. Ratio paired two-tailed *t*-test *P* values shown: *P < 0.05, **P < 0.01. Exact *P* values are provided as numerical source data. Non-significant differences are not labelled. Source data

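CAFs were sorted from melanomas of 4 WT and 4 dKO mice, 2 of each sex per genotype, at 50 days after induction. The gate used CD140a, the platelet-derived growth factor receptor α that marks most dermal fibroblasts. Poly-A libraries were made by the authors from 80 ng of RNA of 67000 to 200000 sorted cells, and counts per gene were obtained as for the tumours. The total in genes was 20164075 to 27584374 per WT sample (median 25835458) and 24054310 to 29135123 per dKO sample (median 27115656). Sex and genotype were the terms of the model over 15786 genes, whose biological coefficient of variation was 0.180. Among genes simulated with a log2 change of 1, 66% were recovered. *H2afy2* was lower in dKO, at 10.7 to 14.4 CPM against 17.1 to 24.9 (log2 fold change -0.81, adjusted p = 0.0022 from edgeR), a call lost without 1 of the WT males, where its log2 fold change was -0.74. *H2afy* measured 48.7 to 55.3 and 51.8 to 60.7 CPM (log2 fold change -0.17, adjusted p = 0.185 from edgeR). *Xist* and *Ddx3y* followed the stated sex in all 8 samples. The gated gene itself, *Pdgfra*, measured 536 ± 59.4 CPM in dKO and 463 ± 113 in WT samples (log2 fold change 0.23, or 0.10 without 1 of the WT males, adjusted p = 0.39 from edgeR). Genes of other skin cells were present and differed between genotypes without overlap. Summed keratinocyte genes measured 72.6 ± 11.2 CPM in dKO and 195 ± 21.4 in WT samples, and summed melanocyte genes 249.4 ± 125 and 534 ± 95.5.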

Next, we sorted CAFs from WT and dKO tumours by flow cytometry on the basis of CD140a (*Pdgfra*) expression (Extended Data Fig. 4i). 

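The cytokine genes *Ccl2*, *Cxcl1*, *Il6* and *Ccl11* were higher in sorted dKO CAFs than in WT CAFs. *Ccl2* measured 442 ± 78.7 CPM in dKO and 234 ± 71.6 in WT CAFs (SD, n = 4 each; log2 fold change 0.94, standard error 0.16, adjusted p = 0.0122 from edgeR). *Cxcl1* was higher, at 1392 ± 173 and 733 ± 234 CPM (log2 fold change 0.95, adjusted p = 0.0261), as was *Il6*, at 419 ± 76.3 and 213 ± 74.7 CPM (log2 fold change 1.00, standard error 0.21, adjusted p = 0.025 from edgeR). *Ccl11*, or eotaxin-1, was higher, at 352 ± 80.0 and 147 ± 21.6 CPM (log2 fold change 1.25, adjusted p = 0.00549 from edgeR). EdgeR called these 4 and DESeq2 6 members higher among 18 myeloid chemoattractants, a list that did not pass as a group (median 0.27, adjusted p = 0.0593 from camera, and adjusted p = 0.555 with an estimated correlation) but passed without 1 of the WT males, either WT female, 1 of the dKO males or 1 of the dKO females (adjusted p = 0.0137 to 0.0439 from camera). Of 38 NF-κB target genes, 5 were higher and none was lower over all genes by edgeR, DESeq2 called 7, 7 were higher when adjusted over the list alone, and 31 had a positive log2 fold change (median 0.34, adjusted p = 4.7e-05 from camera, and adjusted p = 0.555 with an estimated correlation). Their summed expression was 9197 ± 852 CPM in dKO and 6208 ± 957 in WT CAFs, without overlap. *Cebpd*, a transcription factor of the acute phase, was higher (log2 fold change 1.09, adjusted p = 0.00624), as was *Tnfsf9*, the 4-1BB ligand gene (log2 fold change 1.14, adjusted p = 0.0042 from edgeR). Immediate-early genes moved up together, with 35 of 39 above 0 (median 0.32, adjusted p = 7.6e-07 from camera, and adjusted p = 0.555 with an estimated correlation). In the same samples 14 of 21 keratinocyte genes and 2 of 13 melanocyte genes were lower in dKO by edgeR, and 15 and 10 by DESeq2. Of 5 T cell and cytotoxic genes 2 were lower, and of 7 genes of antigen-presenting CAFs 3, by edgeR and by DESeq2, with none higher. Of 12 monocyte and macrophage markers edgeR called none. Over all genes 229 were higher and 636 lower by edgeR, 130 and 256 in its model without sex, and 346 and 860 by DESeq2. Among the higher genes was *Apoe*, a lipid carrier (log2 fold change 2.85, adjusted p = 4.7e-04). By edgeR the number of higher genes was 128 and 120 without each WT male, 143 without 1 of the WT females and 145 without 1 of the dKO females, and that of lower genes was 384 without 1 of the WT males. The calls of *Cxcl1* and *Il6* were each lost without 1 of the WT males, 1 of the dKO males or either dKO female (highest adjusted p = 0.0819 and 0.079 from edgeR). Those of *Ccl2*, *Cxcl1* and *Il6* were lost in an edgeR model without sex (adjusted p = 0.0741, 0.0686 and 0.083), and those of *Cxcl1* and *Il6* with no low-count filter (adjusted p = 0.0579 and 0.0788). The paper takes the sorted cells as a second measure of a cytokine rise seen in its single-cell profiles, from which it proposes that CAFs are the main source of these cytokines in the tumour.

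**Figure D3:**
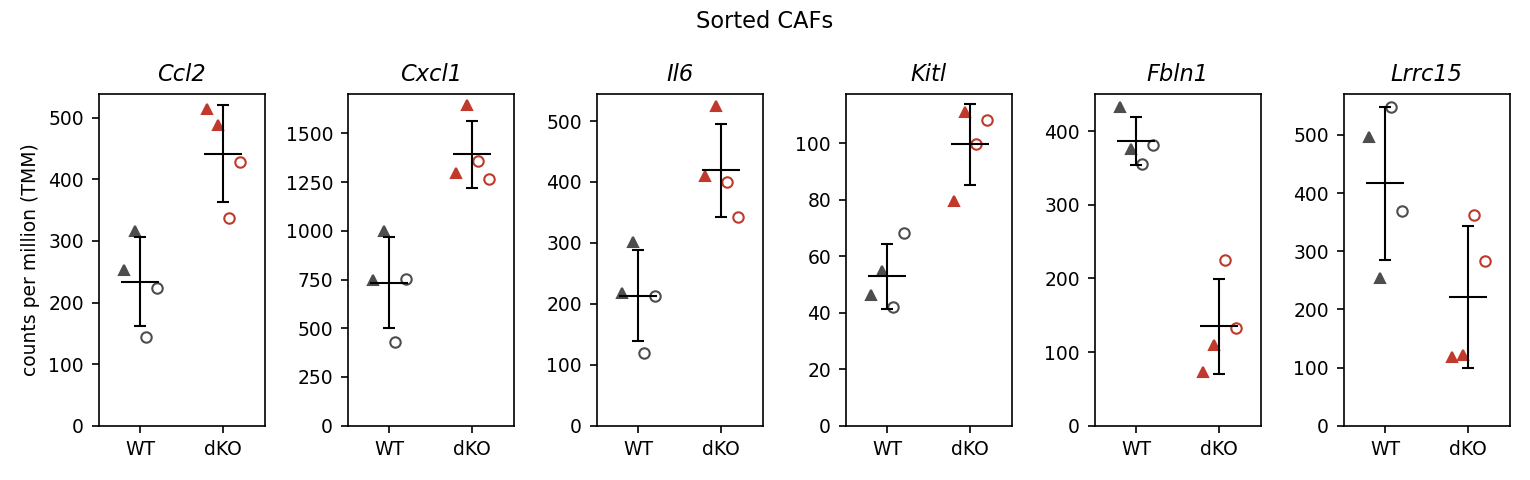
TMM-normalized CPM of Ccl2, Cxcl1, Il6, Kitl, Fbln1 and Lrrc15 in each of the 4 WT and 4 dKO CAF samples. Open circles are female and filled triangles male mice, and bars give the mean ± SD. Ccl2 averages 442 CPM in dKO and 234 in WT CAFs.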

RNA-seq analyses confirmed the upregulation of cytokines, among others, and activation of the TNF–NF-κB pathway (Fig. 4d,e and Supplementary Table 5). Differentially expressed genes (DEGs) in the sorted CAFs significantly overlapped with those identified by scRNA-seq in the combined mesenchymal populations (Extended Data Fig. 4j). We established pure cultures of sorted WT and dKO CAFs (Extended Data Fig. 4k–m). Given the inducible nature of cytokines, we stimulated primary CAF cultures with serum^56–58^, followed by quantitative PCR (qPCR) and Luminex-based quantitation (Fig. 4f and Extended Data Fig. 4n). dKO CAFs expressed higher levels of *Ccl2, Cxcl1* and *Il6* at baseline, which were further induced after serum stimulation. In immortalized dermal fibroblasts (iDFs) derived from non-tumour bearing WT skin and dKO skin^11^, similar results were observed (Extended Data Fig. 4o), which highlighted a conserved cell-intrinsic mechanism.

### Conserved macroH2A-dependent cytokine regulation in CAFs

CAFs can recruit immunosuppressive myeloid cells by secreting CCL2, IL-6 and CXCL1 (reviewed in ref. ^59^). Thus, we performed ligand–receptor analysis of the scRNA-seq dataset. CAFs had the most prolific outgoing interactions with other cell types both in the WT and dKO samples (Extended Data Fig. 5a), as previously described^60^. Differential analysis showed a generalized decrease in the number of interactions in the dKO samples, but an increase in the strength of communication from CAFs to NC cells (Extended Data Fig. 5a). Importantly, dKO CAFs increased signalling interactions to the mononuclear phagocyte lineage through the CCL2 and IL-6 pathways, and to neutrophils and basophils through CXCL1 (Fig. 5a). Our ST data revealed that CAF *Meg3* cells formed a distinct layer (Fig. 5b), partially overlapping with subcutaneous spot types (Extended Data Fig. 3b). Mac *Mrc1*-enriched spots were enriched at the tumour periphery (Fig. 5b), and correlation analysis revealed a significant positive association between Mac *Mrc1* and *Meg3*, *Fbln1* and *Lrrc15* CAF subtypes (Fig. 5c), which suggested proximity. Importantly, these cell types shared a significant negative correlation with T_c_ cells, a characteristic consistent with local T cell exclusion (Fig. 5b,c), which was probably driven by *Mrc1*^+^ myeloid cells. We confirmed the chemoattractant properties of CAFs in vitro by measuring the migration of WT bone-marrow-derived monocytes towards WT or dKO CAFs through Transwell assays. MacroH2A dKO CAFs displayed significantly higher monocyte recruitment at later time points (Fig. 5d and Extended Data Fig. 5c), which bolstered our finding of increased monocyte-derived cells in the dKO TME.

**Fig. 5:**
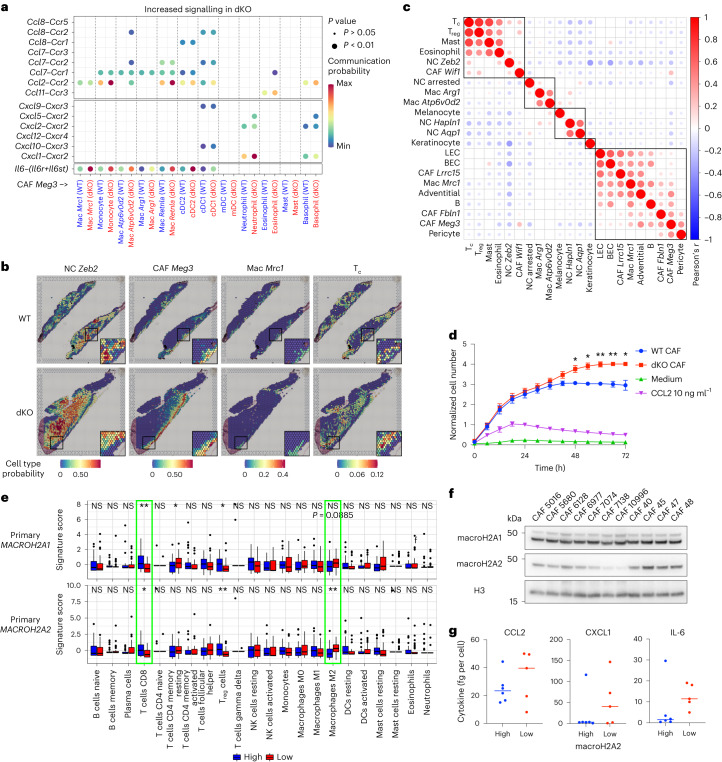
CAFs are the source of pro-inflammatory signals in the dKO TME. **a**, Comparison of signalling probability along CCL, CXCL and IL-6 pathways leveraging scRNA-seq data from CAF *Meg3* cells to myeloid cell clusters. Dots represent significant ligand–receptor interaction pairs with increased signalling in the dKO. The dot colour represents communication probability, the dot size represents the *P* value of one-sided permutation test, and the absence of a dot signifies a null probability of signalling. Exact *P* values are provided as numerical source data. **b**, Prediction of the spatial localization of indicated scRNA-seq cell clusters in WT and dKO melanoma by label transfer onto ST data. Insets are shown at ×2 magnification. **c**, Correlation analysis of cell-type scores for all scRNA-seq clusters detected in SC data, based on the combined set of WT and dKO spots. Dots shown correspond to significant correlations (two-tailed *t*-test adjusted for multiple comparisons, adjusted *P* < 0.05), heatmap colour corresponds to Pearson’s correlation coefficient. Exact *P* values are provided as numerical source data. Black squares represent hierarchical clusters of cell types based on correlation coefficients. **d**, Transwell assay measuring the migration of CMFDA-labelled WT bone-marrow-derived monocytes towards unlabelled WT or dKO CAFs. Monocyte counts are normalized to the CCL2 condition at 24 h. Summary of three independent experiments using different monocyte donors shown. Error bars represent s.e.m. Two-tailed *t*-test *P* values shown: *P < 0.05, **P < 0.01. Exact *P* values are provided as numerical source data. Non-significant differences are not labelled. **e**, Comparison of deconvoluted immune cell type scores between TCGA primary melanoma tumours with *MACROH2A1* and *MACROH2A2* high and low expression levels. Wilcoxon rank-sum test *P* values adjusted for multiple comparisons shown: *P < 0.05, **P < 0.01. Exact *P* values are provided as numerical source data. *N* = 35 biologically independent samples per category. The box plot centre line represents the median, the box plot limits indicate the 25th to 75th percentiles, the whiskers extend from the box limit to the most extreme value no further than 1.5× the inter-quartile range from the box limit, any data beyond whiskers are plotted as individual points. **f**, MacroH2A1 and macroH2A2 levels in a panel of 11 human melanoma CAF lines. Histone H3 was used as a control for total histone content. **g**, Indicated cytokine levels in CAF lines in **f**, stratified according to macroH2A2 levels along the median. *N*_high_ = 6, *n*_*l*ow_ = 5 biologically independent samples. The western blot was repeated three times. Source data

Next, we predicted immune cell abundance in macroH2A high and low tumours from the melanoma cohort of The Cancer Genome Atlas (TCGA SKCM). MacroH2A1^low^ and macroH2A2^low^ primary and metastatic samples were associated with significantly reduced CD8 T cell scores (Fig. 5e and Extended Data Fig. 5d). In primary tumours, M2 (pro-tumour) macrophages were significantly associated with macroH2A2^low^ and trended for macroH2A1^low^ tumours (Fig. 5e). Some myeloid subtypes were negatively correlated with macroH2A2 in metastatic tumours (Extended Data Fig. 5d), although macroH2A^low^ tumours appeared overall depleted of immune cells (Extended Data Fig. 5e), which affected our ability to detect relative increases in immune subtypes. We also identified key T_c_ cell marker genes, *CD8A* and *IFNG*, and components of the tumour cytolytic activity score, *GZMA* and *PRF1* (ref. ^61^), as significantly downregulated in macroH2A^low^ tumours (Extended Data Fig. 5f). These correlations highlight anti-tumour immunity dysfunction in human macroH2A^low^ melanomas.

Examining human melanoma-derived primary CAF cultures (Extended Data Fig. 5g) revealed homogenous levels of macroH2A1 protein, whereas macroH2A2 spanned almost an order of magnitude (Fig. 5f and Extended Data Fig. 5h). MacroH2A2^low^ CAFs secreted more CCL2, CXCL1 and IL-6 when stimulated (Fig. 5g). Although not significant owing to the low sample size (Extended Data Fig. 5h), we analysed a large pan-cancer scRNA-seq dataset^60^ comprising over 56,000 CAFs across 98 samples. The majority of CAFs had no detectable *MACROH2A2* counts (Extended Data Fig. 5i), so pseudobulk expression values per tumour were calculated. Whereas *CCL2*, *CXCL1* and *IL6* were positively correlated to each other (Extended Data Fig. 5j), the negative correlation between *IL6* and *MACROH2A2* was significant (Extended Data Fig. 5j). This result suggests that the relationship between macroH2A2 and inflammatory signalling is conserved in human CAFs.

### MacroH2A-regulated genes are enriched in super-MCDs

CUT&RUN analyses of macroH2A1 was performed in WT cultured CAFs (Extended Data Fig. 6a). As previously reported^62^, macroH2A was excluded from the bodies of highly expressed genes and retained at lowly expressed ones (Extended Data Fig. 6b). We identified macroH2A1 chromatin domains (MCDs)^62^, which we partitioned into ‘super’ and ‘standard’ classes on the basis of enrichment and size (Extended Data Fig. 6c–e). Genome-wide, macroH2A1 was enriched at significant DEGs compared with a control set of static genes with matched expression (Fig. 6a). These DEGs also significantly overlapped MCDs (Fig. 6b). Notably, the 39 significantly upregulated inflammatory genes (Supplementary Table 5) showed higher average macroH2A1 occupancy compared with static genes (Fig. 6c).

**Fig. 6:**
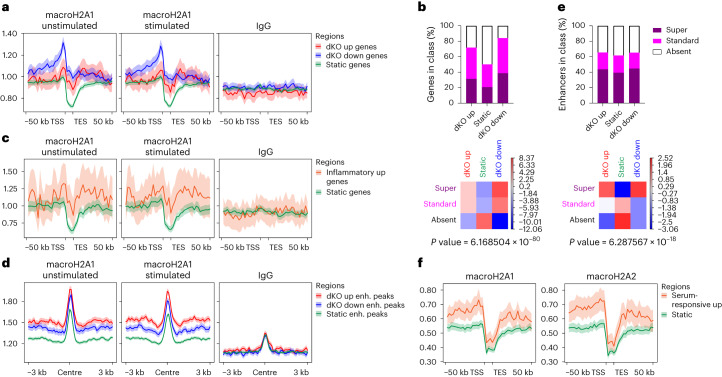
MacroH2A-sensitive genes and enhancers occupy highly enriched macroH2A chromatin domains. **a**, Metagene profile of macroH2A1 CUT&RUN signals in cultured WT CAFs before and after serum stimulation at genes differentially up or down or static genes of matched expression levels in dKO versus WT sorted CAFs. *n*_dKO up_ = 357, *n*_dKO down_ = 884, *n*_Static_ = 3,708. TES, transcription end site; TSS, transcription start site. **b**, Top, percentage of overlap between DEGs and MCDs. Bottom, deviation from random distribution shown as a heatmap of Chi-square test residuals, together with the associated *P* value. **c**, As in **a**, but at inflammatory genes upregulated in dKO sorted CAFs and static genes of matched expression levels. *n*_Inflammatory up_ = 39, *n*_Static_ = 385. **d**, Average profile of macroH2A CUT&RUN signals in cultured WT CAFs before and after serum stimulation centred around ATAC peaks located in enhancers (enh.) that gain, lose or maintain static H3K27ac levels in dKO versus WT tumours. *n*_dKO up_ = 6,659, *n*_dKO down_ = 5,211, *n*_Static_ = 18,961. Note the signal pattern at the centre of the ATAC peak, which is probably due to a bias of CUT&RUN for accessible chromatin sites. **e**, As in **b**, but for overlap between enhancers with peaks shown in **d** and MCDs. **f**, Average profile of macroH2A1 and macroH2A2 signals in dermal fibroblasts^62^ analysed by ChIP–seq at genes hyperinduced by serum stimulation in the absence of macroH2A and static genes of matched expression levels. *n*_Serum-responsive up_ = 139, *n*_Static_ = 695. For **a**, **c**, **d** and **f**, mean signal value and 95% confidence interval as determined by bootstrap analysis are shown. Source data

Intergenic enrichment of macroH2A suggested that it may regulate *cis-*regulatory elements. Traditional enhancers (TEs) and superenhancers (SEs) are emerging regulators of NF-κB-driven inflammatory gene transcription^63–67^. Moreover, macroH2A regulates specific promoter–enhancer contacts^68^ and suppresses a subset of enhancers^69^. Therefore, we performed chromatin immunoprecipitation with sequencing (ChIP–seq) for H3K27ac, which marks active promoters (Extended Data Fig. 7a) and enhancers, in serum stimulated, cultured CAFs. The dKO CAFs revealed increased H3K27ac levels at 4,043 TEs and 73 SEs and decreased H3K27ac at 2,574 TEs and 78 SEs (Extended Data Fig. 7b–d). Similar to DEGs, differentially activated enhancers (DAEs) were significantly enriched in macroH2A and preferentially located in super-MCDs (Fig. 6d,e). Moreover, several significantly upregulated inflammatory genes were located within 50 kb of TEs and SEs that gained H3K27ac (Extended Data Fig. 7e).

Chromatin accessibility, however, was only minimally affected in the dKO CAFs (667 up and 668 down of >140,000 detected peaks; Extended Data Fig. 7f). Nonetheless, motif analysis of the dKO up peaks detected using assay for transposase-accessible chromatin with sequencing (ATAC–seq) highlighted significant enrichment of TFs involved in inflammatory signalling, including NF-κB (Extended Data Fig. 7g). The differentially accessible regions displayed concordant changes in H3K27ac (Extended Data Fig. 7h) but remained small compared with DAEs (Extended Data Fig. 7c).

We next utilized iDFs to query whether macroH2A regulates inducible genes beyond CAFs. 

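Immortalized dermal fibroblasts (iDFs) from WT and dKO male skin were profiled after 24 h in 0.5% serum and again 30 min after 10% serum was added, with 2 replicates in each of the 4 groups. Poly-A libraries of 1000 ng of RNA were made and quantified by the authors as for the tumours. The totals in genes were 22560402 and 25414919 in WT before serum, 23215732 and 23558255 in WT after serum, 27410822 and 30960463 in dKO before serum, and 25518142 and 26969476 in dKO after serum. The 14382 genes past the filter were fitted in 1 model with the 4 groups, which share their estimate of the spread (biological coefficient of variation 0.0665). The paper calls the 2 replicates experimental, and no source states whether they are separate cultures. The p values therefore measure the spread between these samples, which may be technical. *H2afy* measured 61.0 to 65.2 CPM in the 4 dKO and 91.3 to 94.4 in the 4 WT samples, and *H2afy2* 30.5 to 31.3 and 45.6 to 51.2 CPM. At 30 min their log2 fold changes were -0.50 (adjusted p = 7.9e-05) and -0.60 (adjusted p = 4.5e-05 from edgeR).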

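After 30 min of serum, NF-κB target genes moved up as a group in dKO iDFs at the preset correlation, but not with an estimated one (adjusted p = 0.928 from camera). Single members were called in both directions. *Nfkbia*, the NF-κB inhibitor that NF-κB itself induces (GRCm38 chromosome 12, 55489410 to 55492647), measured 306 ± 3.21 CPM in dKO and 99.5 ± 0.280 in WT (SD, n = 2 each; log2 fold change 1.62, standard error 0.043, adjusted p = 7.5e-08 from edgeR). Serum raised it by a log2 fold of 2.61 in WT and 4.00 in dKO, and the response itself differed between genotypes by 1.38 (standard error 0.068, adjusted p = 1.0e-04 from edgeR's interaction test). *Cxcl1* measured 203 ± 9.82 CPM in dKO and 77.0 ± 2.73 in WT at 30 min (log2 fold change 1.40, standard error 0.057, adjusted p = 7.2e-07 from edgeR), against 1.25 ± 0.0121 and 0.924 ± 0.172 before serum. *Ccl2* measured 475 ± 133 and 234 ± 73.9 CPM at 30 min (log2 fold change 1.02, standard error 0.29, adjusted p = 0.0566 from edgeR). It was higher without WT replicate 2 after serum (adjusted p = 0.0367 from edgeR), with DESeq2 (adjusted p = 0.00499), with the replicate number as a block (0.0261), with an offset for transcript length (0.0322) and over protein-coding genes alone (0.0483). Of 10 myeloid chemoattractants tested, 2 were higher and 3 lower in dKO at 30 min and 3 lower and none higher before serum by edgeR (by DESeq2 3 and 1, and 2 lower), and the list did not move as a group (medians -0.10 and -0.11, adjusted p = 0.947 and 0.478 from camera). Of 31 NF-κB target genes, 8 were higher and 2 lower in dKO at 30 min by edgeR, 11 and 2 by DESeq2, 11 and 3 when adjusted over the list alone, and the group moved up (median 0.38, adjusted p = 0.00409 from camera, and adjusted p = 0.928 with an estimated correlation). Before serum 3 were higher and 1 lower (median 0.00, adjusted p = 0.716 from camera), and over the interaction 25 of 31 members were above 0 (median 0.31, adjusted p = 3.1e-08 from camera, and adjusted p = 0.752 with an estimated correlation). Serum by itself raised 31 of 39 immediate-early genes in WT and 37 in dKO (median log2 fold changes 3.03 and 3.46), and both shifts passed with an estimated correlation (adjusted p = 0.0102 and 0.0147 from camera). At 30 min 6 of these 39 genes were higher in dKO than in WT by edgeR and 8 by DESeq2 (median 0.48, adjusted p = 1.3e-05 from camera, and adjusted p = 0.656 with an estimated correlation). The shift of the NF-κB genes at 30 min was lost without WT replicate 1 after serum (adjusted p = 0.0612 from camera).

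**Figure D4:**
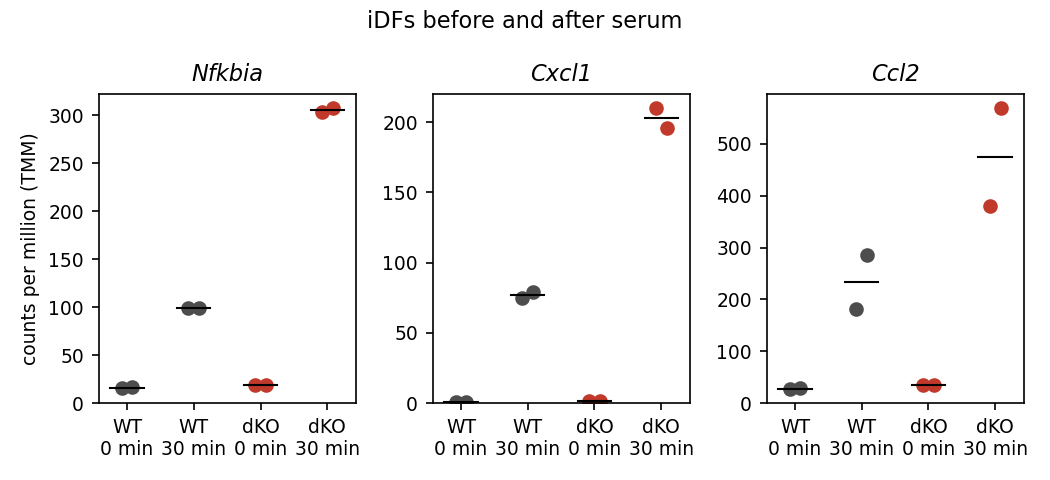
TMM-normalized CPM of Nfkbia, Cxcl1 and Ccl2 in WT and dKO iDFs before and 30 min after serum (n = 2 per group). Points are replicates and lines their mean. Nfkbia averages 306 CPM in dKO and 99.5 in WT after serum.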

We performed RNA-seq before and after serum stimulation and found that TNF signalling through the NF-κB pathway was significantly upregulated in the dKO samples following stimulation (Extended Data Fig. 8a and Supplementary Table 6). 

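With serum-responsive genes taken as those higher in dKO than in WT at 30 min and also raised by serum in at least 1 genotype, 56 genes qualified. The caption of Fig. 6f describes the paper's own as induced more by serum when macroH2A is absent, but the text at hand gives no thresholds, so this definition was chosen here. They include *Nfkbia* and *Cxcl1*. Of the 56 genes, 46 were raised by serum in WT, with or without a rise in dKO, and leaving out any 1 sample gave 38 to 71 genes. Most genotype differences did not depend on serum, since 462 of the 572 genes higher in dKO at 30 min were among the 579 higher at 0 min. *Bmp4*, a bone morphogenetic protein, was higher in dKO, at 29.9 ± 2.79 CPM against 0.321 ± 0.272 (SD, n = 2 each; log2 fold change 6.52, adjusted p = 8.9e-07 from edgeR), as was the limb transcription factor gene *Tbx5* (log2 fold change 5.06, adjusted p = 3.5e-05 from edgeR). *Hgf*, the hepatocyte growth factor, was lower (log2 fold change -4.24, adjusted p = 9.7e-06), and so was *Nnat* (log2 fold change -4.38, adjusted p = 6.5e-05 from edgeR). *Chl1*, an adhesion molecule gene, had 512 and 606 counts in WT and none in either dKO sample at 30 min, at least 418-fold lower against a floor of 3 counts over the group. A positive interaction of genotype and serum was called for 2 genes by edgeR and for 6 by DESeq2. The paper states that its serum-responsive genes carry more macroH2A1 and macroH2A2 than static genes in earlier data from WT fibroblasts, which were not read here.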

The upregulated serum-responsive genes (*n* = 139; Extended Data Fig. 8b,c) were preferentially enriched in macroH2A1 and macroH2A2, as measured in WT DFs^62^, relative to static genes (Fig. 6f). Generally, DEGs and DAEs were enriched in macroH2A variants in WT fibroblasts compared with static regions, regardless of the change in direction (Extended Data Fig. 8d–g). Thus, macroH2A variants may act as both repressors and activators, as previously reported^7,8,68,70–72^.

### MacroH2A loss leads to rewired chromatin looping

Emerging evidence suggests that macroH2A regulates 3D genome organization^68,73–76^. To assess this possibility, and to annotate functional promoter–enhancer pairs, we performed Micro-C^77^ coupled with promoter capture (pcMicro-C)^78^ in CAFs (Extended Data Fig. 9a). At 10 kb resolution, we identified a similar number of promoter-originating loops in WT and dKO CAFs, with similar size and score distributions (Fig. 7a and Extended Data Fig. 9b). Distal loop ends were enriched for open chromatin and active enhancers (Extended Data Fig. 9c), which validated the functional nature of the contacts.

**Fig. 7:**
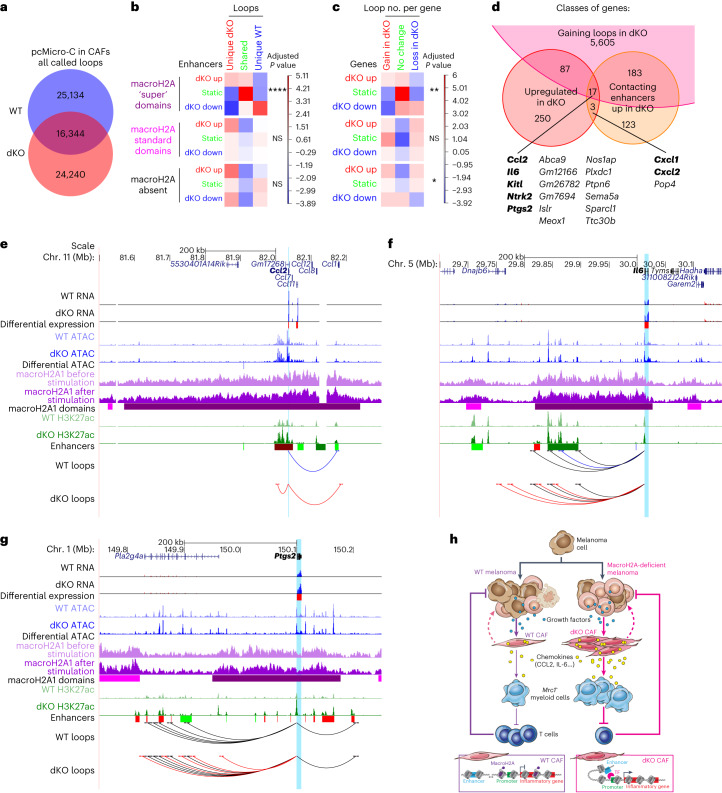
DAEs and DEGs acquire changes in chromatin looping in dKO tumours. **a**, Extent of overlap between chromatin loops detected in WT and dKO CAFs after serum stimulation at 10 kb resolution. **b**, Chi-square test of independence evaluating the association between changes in H3K27ac level at enhancers and gains or losses of loops to these enhancers in the absence of macroH2A. Combinations of loop and enhancer status are stratified according to the position of enhancers with respect to MCDs. **c**, As in **b**, but for changes in gene expression and in the total number of loops per gene. For **b** and **c**, *P* values adjusted for multiple comparisons shown: *P < 0.05, **P < 0.01, ****P < 0.0001. Exact *P* values are provided as numerical source data. **d**, Overlap between genes upregulated, in contact with enhancers gaining H3K27ac, and with net loop gains in dKO tumours. Genes in bold are associated with inflammatory signalling pathways according to HOMER analysis. **e**, University of California Santa Cruz (UCSC) genome browser screenshots of the *Ccl2* locus and its chromatin environment showing indicated transcriptomic and epigenomic features. Bars under RNA-seq and ATAC–seq tracks indicate significantly upregulated (red) or downregulated (blue) genes or accessible regions in dKO versus WT sorted CAFs. Bars under macroH2A CUT&RUN tracks indicate ‘super’ (purple) and ‘standard’ (magenta) macroH2A chromatin domains. Below H3K27ac tracks, bright and dark bars indicate TEs and SEs, respectively; red, blue and green denote gain, loss and no change, respectively of H3K27ac level in dKO versus WT CAFs. Chromatin loops, originating at the promoter of the highlighted gene, are shown in red if specific for the dKO, blue for the WT, and black if shared. **f**, As in **e**, but for the *Il6* locus. **g**, As in **e**, but for the *Ptgs2* locus. **h**, Model of the impact of macroH2A loss on the melanoma TME. In the absence of macroH2A, inflammatory genes in CAFs become intrinsically hyperinducible owing to increased enhancer activity and promoter–enhancer looping. This leads to an increased production of pro-inflammatory cytokines by CAFs, which in turn attract *Mrc1*^+^ myeloid cells with a pro-tumour phenotype. Accumulating myeloid cells inhibit CD8^+^ T-cell-mediated tumour cell killing, which results in increased tumour size in dKO animals. CAF-driven inflammatory signalling could also promote melanoma dedifferentiation through mechanisms that are yet to be determined (dashed lines). Illustration in **h** by Jill K. Gregory, reproduced with permission from © Mount Sinai Health System. Source data

A comparison of loop coordinates revealed moderate overlap between WT and dKO CAFs (Fig. 7a), which suggested that there was genome-wide reorganization of promoter contacts. However, these changes were also driven by small shifts in the distal ends of loops to an adjacent 10 kb bin (Extended Data Fig. 9d). By examining the activity of enhancers located at distal loop ends, we found that gain of H3K27ac in the dKO samples was more frequently associated with unique dKO loops (and loss of H3K27ac with unique WT loops) compared with static enhancers (Fig. 7b and Extended Data Fig. 9e). This association in the dKO samples was highly significant for enhancers within super-MCDs (Fig. 7b), which suggested that macroH2A instructs functional looping properties of the chromatin fibres it is highly enriched in. Similarly, by associating changes in the total number of loops originating in each gene with DEGs, the overlap reached the highest significance and level of directional correlation in macroH2A super-MCDs (Fig. 7c and Extended Data Fig. 9f).

Because loop changes often did not match those in gene or enhancer activity (Fig. 7b,c), we intersected genes upregulated in dKO CAFs with bona fide target genes of enhancers gaining H3K27ac, as determined by looping data. Although only 20 genes fit these stringent criteria, 17 had a net increase in the number of loops in dKO CAFs, and 7 were part of inflammatory signalling (Fig. 7d), with significant enrichment for NF-κB targets (Supplementary Table 7). 

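All 20 genes of Fig. 7d had a positive log2 fold change in the sorted dKO CAFs (median 0.96), and 13 of them were higher by edgeR over all genes, 20 when adjusted over the list alone and 20 by DESeq2. The study picked these genes as higher in the same CAF samples, so this count is not independent evidence. *Kitl*, which encodes stem cell factor (GRCm38 chromosome 10, 100015630 to 100100416), was higher, at 99.6 ± 14.3 CPM in dKO and 52.9 ± 11.5 in WT CAFs (SD, n = 4 each; log2 fold change 0.91, standard error 0.17, adjusted p = 0.0168 from edgeR). *Ntrk2*, the receptor of brain-derived neurotrophic factor, was higher (log2 fold change 1.50, adjusted p = 0.00992), as were *Sparcl1*, a matrix-associated glycoprotein gene (log2 fold change 0.77, adjusted p = 0.0211), and *Ptpn6*, a phosphatase gene of haematopoietic cells (log2 fold change 0.98, adjusted p = 0.0117 from edgeR). *Ptgs2*, the inducible prostaglandin synthase (chromosome 1, 150100031 to 150108227), measured 324 ± 199.9 and 188 ± 101 CPM (log2 fold change 0.77, standard error 0.28, adjusted p = 0.13 from edgeR), and *Cxcl2* had a log2 fold change of 0.82 (adjusted p = 0.107 from edgeR). The call of *Kitl* was lost without either WT male or 1 of the dKO females (highest adjusted p = 0.0605 from edgeR). That of *Abca9*, a lipid transporter gene, was lost without 1 of the WT males (adjusted p = 0.0599) or 1 of the dKO males, where its log2 fold change was 0.71. In an edgeR model without sex the calls of *Abca9* and *Ntrk2* were lost (adjusted p = 0.0631 and 0.0539).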

Loci such as *Ccl2, Il6, Cxcl1*, *Ptgs2* (the predominant prostaglandin-endoperoxide synthase in CAFs) and *Kitl* (which encodes Kit ligand/stem cell factor) were located within super-MCDs (Fig. 7e–g and Extended Data Fig. 9g,h). *Ccl2* and *Il6* gained loops to a hyperacetylated enhancer within their respective super-MCDs, whereas *Ptgs2* and *Kitl* gained loops to more distal hyperacetylated enhancers. *Cxcl1* displayed a net loss of loops in dKO CAFs but maintained contact with an enhancer-gaining H3K27ac. Altogether, these results demonstrate that macroH2A represses inflammatory genes in CAFs by restricting enhancer contacts and/or activity.

## Discussion

Our study of a macroH2A-deficient melanoma mouse model revealed an unappreciated role for this histone variant in the TME. By profiling macroH2A-dependent chromatin looping, we identified widespread changes in the promoter–enhancer interaction landscape. Together with changes in enhancer activity, this finding suggests that macroH2A may enforce the position of enhancers relative to nuclear compartments or the ability of enhancers to interact with their cognate promoters. Accordingly, previous studies have suggested that macroH2A affects 3D chromatin organization at several scales, including stabilizing nucleosome–DNA contacts to limit the mobility of the chromatin fibre^73,76^, associating with the boundaries of lamina-associated domains and promoting heterochromatin^74,75^, blocking BRD4 binding at macroH2A-bound enhancers^69^, and changing contact frequency of promoter–enhancer pairs, the activity of which is affected by macroH2A1 or macroH2A2 depletion^68^. Interestingly, however, changes in chromatin accessibility were minimal, which suggests that macroH2A loss does not affect chromatin remodelling, as previously reported^79^.

In our model, macroH2A-dependent regulatory mechanisms converged on a small set of inflammatory genes, which underscores a role for macroH2A in limiting inflammatory signalling in vivo. Notably, CAFs hijack these inflammatory genes as a mechanism of tumour immune escape^80–83^, and our studies suggest that dKO CAFs promote an immunosuppressive environment that leads to increased melanoma burden (Fig. 7h).

MacroH2A deficiency in cancer promotes tumour growth through multiple mechanisms^1^. Our previous report that macroH2A blocks the proliferative and metastatic capacity of melanoma cells^18^ aligns with the increased size of primary tumours observed in dKO mice. Here, we revealed that macroH2A suppresses dedifferentiation along the NC lineage towards a state associated with advanced disease and poor prognosis^44,47,49^, immune evasion and immunotherapy resistance^84–87^. We uncovered a conserved role for macroH2A in mouse and human melanoma CAFs, which produce increased cytokines when macroH2A levels are low. This phenotype appears CAF intrinsic, although we cannot exclude the possibility that a hyperinducible response to stimuli occurs in other macroH2A-deficient cells of the TME. Furthermore, given that macroH2A loss decreases the frequency of the CAF *Fbln1* cluster (Fig. 3d), which expresses myofibroblast markers (Extended Data Fig. 4a), and downregulates the myofibroblast-associated genes *Lrrc15* and *Fbln1* (refs. ^88,89^) in sorted CAFs (Fig. 4d), we propose that the increased inflammation observed is a consequence of skewed dermal fibroblast polarization towards iCAFs at the expense of myCAFs^54^. 

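*Fbln1*, which encodes the matrix protein fibulin-1 (GRCm38 chromosome 15, 85205949 to 85286535), was lower in sorted dKO CAFs, at 135 ± 64.6 CPM against 387 ± 32.9 in WT (SD, n = 4 each; log2 fold change -1.60, standard error 0.29, adjusted p = 0.0163 from edgeR). *Lrrc15*, a surface marker of myofibroblasts induced by TGFβ (chromosome 16, 30269302 to 30283256), measured 222 ± 122 and 417 ± 132 CPM (log2 fold change -1.07, standard error 0.31, adjusted p = 0.0745 from edgeR). Of 19 myofibroblast genes, 4 were lower and none was higher over all genes by edgeR, DESeq2 called 6, 6 were lower when adjusted over the list alone, and the group moved down (median log2 fold change -0.34, adjusted p = 0.00394 from camera, and adjusted p = 0.555 with an estimated correlation). The members called by edgeR beside *Fbln1* were *Grem1*, a BMP antagonist (chromosome 2, 113746164 to 113758646; 3.04 ± 0.357 and 19.9 ± 5.64 CPM, log2 fold change -2.67, adjusted p = 8.6e-05 from edgeR), *Igfbp3*, which binds insulin-like growth factors (log2 fold change -1.70, adjusted p = 2.3e-04 from edgeR, and 0.103 in a model without sex), and *Comp*, a cartilage matrix protein, named after its values were seen (log2 fold change -1.78, adjusted p = 0.0423 from edgeR). Of 17 genes of inflammatory CAFs, 3 were higher over all genes by edgeR and 5 by DESeq2, 4 when adjusted over the list alone, and the group moved up (median 0.33, adjusted p = 0.0299 from camera, and adjusted p = 0.656 with an estimated correlation). *Tnfrsf11b* (osteoprotegerin; log2 fold change -1.28) and *Pmepa1* (a TGFβ target; -0.96), both shown in Fig. 4d, were lower. Among 34 genes of Fig. 4d, chosen by the study on these samples and so not independent evidence, edgeR called 10 higher and 11 lower over all genes, and 16 and 16 when adjusted over the list alone. DESeq2 called 16 and 16. Keratinocyte and melanocyte reads were lower in the same dKO samples, as given for the sort. The call of *Fbln1* was lost without 1 of the WT males (adjusted p = 0.0522 from edgeR) or with no low-count filter (adjusted p = 0.0664).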

Inflammatory signalling was among the first identified microenvironmental cues that induce melanoma dedifferentiation^84,90,91^, which raised the possibility that CAFs not only recruit immunosuppressive myeloid cells but may also promote melanocyte dedifferentiation. Such crosstalk occurs in colorectal cancer, in which *Ptgs2* expression in CAFs drives the expansion of tumour-initiating stem cells in a paracrine manner^92^. We speculate that the convergence of these mechanisms would predict poor response of macroH2A^low^ tumours to immunotherapy, with potential to stratify patients.

## Methods

### Mouse melanoma model

All animal experiments received previous ethical and technical approval from the Icahn School of Medicine at Mount Sinai (ISMMS) Institutional Animal Care and Use Committee (protocol number LA11-00122). Humane end points for tumour induction studies were inability to breathe, eat, drink or move normally, behavioural abnormalities, body condition score <3, tumour size >1,000mm^3^, tumour ulceration and loss of body weight greater than 20%. Maximal tumour size was not exceeded before the end point of experiments in this study. *Mus musculus* macroH2A WT and dKO inducible melanoma strains were generated by breeding B6;FVB-*Tg(Tyr-cre/ERT2)13Bos Braf*^*tm1Mmcm*^ *Pten*^*tm1Rdp*^(ref. ^22^) and 129S6.Cg-*Macroh2a2*^*tm1.1Peh*^ *Macroh2a1*^*tm1Peh*^(ref. ^10^) or 129S6/SvEvTac (Taconic) mice. Besides decreased body mass and reduced reproductive efficiency, the 129S dKO strain lacks spontaneous disease phenotypes^10^. The *Braf*^*CA*^*Pten*^*fl*^*Tyr-CreERT2* strain (C57BL/6-FVB background) develops spatially and temporally inducible^22^, polyclonal melanomas arising in quiescent amelanotic precursors and subsequent expansion of pigmented melanocytes^93,94^. Mice were housed in a facility with specific pathogen-free health status, in individually ventilated cages at 21–22 °C and 39–50% relative humidity, on a 7:00–19:00 light cycle, with free access to food and water. Genotyping was performed as previously described^10,95^. Mouse lines were maintained on a mixed background: on average, WT and dKO mice are predicted to have a 75% 129S background, with the remainder a mix of B6 and FVB present in the original triallelic melanoma strain. Cre-positive *Braf*^*CA/CA*^*Pten*^*fl/fl*^ and Cre-positive *Braf*^*CA/CA*^*Pten*^*wt/wt*^ mice of both sexes were used for melanoma and nevus induction, respectively. Differences in tumour growth between sexes were tested for and found to be non-significant (Extended Data Fig. 1b). For tumour growth and histology experiments, Cre-mediated recombination of *Braf* and *Pten* alleles was induced in 7–11-week-old mice through the application of 1 μl of 5 mM 4-hydroxytamoxifen (70% Z-isomer, Sigma H6278, dissolved in ethanol) on the medial dorsal skin 24 h after hair removal with depilatory cream. Tumour length and width were measured from 25 DPI onwards using calipers, and the area was calculated assuming an elliptical tumour shape. Tumour thickness was approximated from the end point tumour area and weight, assuming an elliptic cylinder shape and tissue density = 1. Tumours were collected no later than 50 DPI before reaching a humane end point (tumour length over 1 cm, presence of ulceration). Five WT and 10 dKO male and 7 WT and 5 dKO female mice aged 9–10 weeks at induction were used for tumour immunophenotyping at 50 DPI. Three WT and 5 dKO male and 5 WT and 4 dKO female mice aged 9–10 weeks at induction were used for peripheral blood immune cell counts at 50 DPI. Two WT and 1 dKO male and 4 WT and 5 dKO female mice aged 10–11 weeks at induction were used for tumour immunophenotyping at 35 DPI. Two WT and 3 dKO male and 4 WT and 3 dKO female mice aged 7 weeks were used for peripheral blood immune cell counts in the tumour-naive setting. Two females and 2 males each for WT and dKO mice aged 9 weeks at induction were used for CD8 T cell sorting at 50 DPI for RNA-seq. Two females and 2 males each for WT and dKO mice aged 10 weeks at induction were used for CAF sorting at 50 DPI for RNA-seq. Two WT and 2 dKO females aged 10 weeks at induction were used for CAF sorting at 50 DPI for ATAC–seq. One WT and 1 dKO male aged 13 weeks at induction were used for CAF sorting at 50 DPI for culturing. Females were used for scRNA-seq to avoid the potential impact of sex-specific transcripts on integration. Pairs of WT and dKO age-matched females were induced at 10, 12 and 9 weeks in 3 independent experiments. One WT and 1 dKO female were induced at 9 weeks and processed at 35 DPI for ST analyses.

### Histology

Resected tissue was fixed in neutral buffered formalin for 24 h, paraffin embedded and sectioned at the ISMMS Biorepository and Pathology Core. Antigens were retrieved in citrate buffer (pH 6) in a domestic pressure cooker for 5 min. Immunodetection was performed using ImmPRESS polymer, ImmPACT Vector Red and NovaRed kits (Vector). Primary antibodies are listed in Supplementary Table 8. Ten random ×40 objective fields within the tumour were scored by board-certified dermatopathologists at ISMMS (M.S.G. and N.S.V.) for mitotic cells (H3S10ph) and Ki-67. Pagetoid scatter was measured as the number of melanoma cells within the epidermis across ten ×40 fields. The degree of pigmentation was estimated on sections stained with haematoxylin and eosin as the fraction of tissue area containing pigment using a ×2 objective.

### Tumour dissociation

Resected BRAF^V600E^/PTEN-deficient melanomas were cut into 1–2 mm fragments. For immunophenotyping and CD8^+^ T cell sorting, tumour fragments were digested in RPMI containing 400 U ml^–1^ collagenase IV (Gibco), 100 U ml^–1^ hyaluronidase (Sigma) and 100 μg ml^–1^ DNAse (Roche) at 37 °C for 1 h^96^, aspirated 5 times through a 14 G needle, and filtered through a 70 μm cell strainer. Immune cells were enriched by centrifugation through a discontinuous 40/90 Percoll (GE Healthcare Life Sciences) gradient^97^. For scRNA-seq and CAF sorting, tumour fragments were digested using a Tumour Dissociation kit, mouse (Miltenyi) in DMEM using the soft/medium protocol according to the manufacturer’s instructions. For scRNA-seq specifically, red blood cell lysis was performed in ACK (ammonium–chloride–potassium) buffer for 5 min on ice, followed by a wash in 1× DPBS containing 0.04% BSA.

### Flow cytometry

Before intracellular staining for IFNγ, TNF and FOXP3, cells were stimulated with 100 ng ml^–1^ PMA (Sigma-Aldrich) and 0.5 μg ml^–1^ ionomycin (Sigma-Aldrich) in the presence of 10 μg ml^–1^ brefeldin A (Sigma-Aldrich) for 4 h. Staining was performed as previously described^97^ using the fluorophore-conjugated antibodies listed in Supplementary Table 8. Samples were acquired and sorted on LSRFortessa and FACSAria SORP cytometers (BD Biosciences), respectively, running FacsDiVa (v.8.0.2; BD Biosciences) at the ISMMS Flow Cytometry Core. Data were analysed using FCS Express (v.7.12; De Novo Software). Cell population frequencies were compared using a Mann–Whitney test in Prism (v.9.5.1) software (GraphPad).

### RNA extraction

Snap-frozen tumours were disrupted in QIAzol reagent (Qiagen) by milling with zirconia beads (Fisher). Sorted cells were centrifuged and resuspended in QIAzol. Cultured cells were lysed directly in their culture vessel. After the addition of chloroform (Sigma) and centrifugation, RNA was isolated from the aqueous phase using an RNEasy Mini (tumours and cultured cells) or Micro (sorted cells) kit (Qiagen).

### RNA-seq library preparation

For tumours (*n* = 6 WT, 6 dKO), poly-A enrichment was carried out on 1 μg total RNA with a NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB) followed by library preparation with a NEXTFLEX Rapid Directional RNA-seq kit (PerkinElmer). For sorted CAFs (*n* = 4 WT, 4 dKO), NEXTFLEX poly(A) beads 2.0 and a NEXTFLEX Rapid Directional RNA-seq kit 2.0 (PerkinElmer) were used, starting from 80 ng RNA isolated from 67,000–200,000 cells. For iDFs (two experimental replicates each of WT and dKO before and after stimulation), the same protocol was applied starting from 1 μg RNA. For CD8^+^ T cells (*n* = 4 WT, 4 dKO), 5 ng RNA from 5,000 sorted cells was used as input for a NEBNext Single Cell/Low Input RNA Library Prep kit for Illumina (NEB). Libraries were sequenced in 75 bp single-end mode on NextSeq 500 systems (Illumina).

### RNA-seq analysis

Reads were quasi-mapped to the Gencode M25 (GRCm38.p6) gene set using salmon (v.1.2.1)^98^, and DEGs were called using DESeq2 (v.1.36.0)^99^ by filtering for an independent hypothesis weighting^100^ adjusted *P* value of <0.05 and a log_2_ fold change of >0.75 or < –0.75. GSEA was performed with the fgsea (v.1.22.0) package^101^ on the entire expressed gene set pre-ranked based on the Wald test statistic computed using DESeq2. Significant pathways were reported using an adjusted *P* value cutoff of 0.05 and ordered on normalized enrichment scores. Gene ontology enrichment was performed using HOMER (v.4.10)^102^. Heatmaps were generated for visualization purposes using counts normalized with the variance stabilization transformation of DESeq2 and corrected for library preparation batch or sex-specific effects when applicable using limma (v.3.54.0)^103^.

### Reverse transcription-qPCR

A First Strand cDNA Synthesis kit (OriGene), FastStart Universal SYBR Green Master (Rox) mix (Roche) and primers listed in Supplementary Table 7 were used for RT-qPCR. Amplification was performed on a CFX384 instrument (Bio-Rad), and target genes were quantified relative to *Hprt* and *Sdha* housekeeping genes using CFX Manager (v.3.1) software (Bio-Rad).

### scRNA-seq library preparation

Droplet-based scRNA-seq (Chromium, 10x Genomics) was applied to single-cell suspensions of BRAF^V600E^/PTEN-deficient melanomas from 3 WT and 3 dKO mice; 6 × 10^3^ cells were loaded per well for each of the 6 samples, and partitioning and library preparation were performed according to the manufacturer’s protocol for the 3′ v.3 chemistry.

### scRNA-seq analysis

Filtered gene–barcode matrices generated using cellranger (v.7.0.1) with the mm10-2020-A transcriptome (10x Genomics) were further analysed using Seurat (v.4.0)^104^. Low-quality cells (fewer than 500 unique molecular identifiers or 250 detected genes, or at least 20% mitochondrial transcripts) were removed, and data were normalized using SCTransform (v.2), regressing out cell cycle scores (determined using the CellCycleScoring function) and mitochondrial ratio. Datasets were integrated using reciprocal principal component analysis on the first 50 principal components with an alignment strength of ten. Within this combined dataset, clusters were determined using a variety of resolutions and annotated using top cluster-specific genes conserved between WT and dKO cells, as well as known lineage genes for expected cell types. At final resolution (0.6), selected to avoid overclustering while distinguishing rare cell types, five clusters with a low number of significant genes, also displaying a low nuclear transcriptome complexity, were considered to represent low-quality cells and were discarded. The least abundant cluster, characterized by genes of multiple lineages, probably contained doublets and was also discarded. dKO versus WT DEGs were identified within each cluster on the RNA slot using the FindMarkers function in Seurat. GSEA was performed using SCPA (v.1.5.1)^105^. Reclustering of related cell types was performed by subsetting the Seurat object to the relevant clusters, then performing normalization, integration and clustering as described above. Pseudotime trajectories for NC lineage clusters were calculated using Monocle 3 (v.1.3.1)^106^, ordering cells in pseudotime under the assumption that they shared a common precursor and transformation initiated in the highest *Tyr*-expressing cluster. Unbiased cell identity mapping to existing scRNA-seq datasets was performed by subsetting Seurat objects to myeloid cell clusters, then determining the highest similarity in terms of gene expression to the reference cell types using singleR (v.1.10.0)^107^. Local changes in cell abundance were profiled using miloR (v.1.5.0)^108^ with the following parameters for the entire dataset: 50 principal components, 40 nearest neighbours, sampling proportion 0.1 and sampling refinement algorithm. Thirty nearest neighbours and a sampling proportion of 0.2 were used for the lower number of cells in the lymphoid reclustered dataset. Cell-type prioritization to evaluate the contribution to changes in gene expression between WT and dKO samples was performed using Augur (v.1.0.3)^109^ using default parameters except for a minimum cell number of 50. Cell signalling through ligand–receptor interaction analysis was performed using CellChat (v.1.6.1)^110^ using the comparison workflow on a merged object.

### Detailed cluster annotation

In addition to those described in the text, the following genes were used as markers during cluster annotation. Melanocytes were identified through the expression of genes associated with pigment production, such as *Mitf*, *Mlana* and *Dct*^45^. The NC arrested cluster expressed high levels of the cell cycle inhibitors p21(CIP1) (encoded by *Cdkn1a*) and p19(ARF) (encoded by *Cdkn2a*), the EGF-like ligands amphiregulin (*Areg*) and epiregulin (*Ereg*), and the histone variant H2A.J (*H2afj*). Amphiregulin expression is associated with BRAF^V600E^-induced senescence in melanocytes^111^ and H2A.J accumulates in senescent fibroblasts^112^. Another NC cluster expressed *Hapln1*, an ECM crosslinker the downregulation of which in aged fibroblasts promotes melanoma dissemination^113,114^. The NC *Aqp* cluster was characterized by aquaporin 1 (*Aqp1*) and *Tfap2b*, two factors that orchestrate NC cell migration^115,116^. The monocyte cluster was characterized by *Ccr2*, *Ms4a4c* and *Plac8* expression, markers of tissue monocytes shown to transcriptionally resemble peripheral blood monocytes^117^. Mac *Atp6v0d2* selectively expressed *Atp6v0d2* and *Gpnmb*, which are associated with lysosomal function and phagocytosis^118,119^, and probably corresponds to melanophages^118^. We identified conventional type 2 dendritic cells (cDC2) through CD301b (*Mgl2*) and *Plet1* expression^120,121^, their type 1 counterparts (cDC1) through CD103 (*Itgae*) and *Xcr1*(ref. ^122^), and a mature, migratory subtype (mDC) expressing *Ccl22* and *Ccr7*(ref. ^122^). Mast cells and basophils were distinguished by mutually exclusive expression of *Mcpt4*and*Mcpt8*(ref. ^123^). After reclustering of lymphoid cells, the CD4 circulating cluster expressed genes consistent with a non-effector phenotype, including *Gramd3*, a marker of circulating T cells^124^, *S1pr1*, a positive regulator of T cell emigration from peripheral organs^125^, and TCF1 (*Tcf7*), expressed in naive and memory but not effector T cells^126^. The T helper 2 (Th2) cell population comprised *Cd4*-positive cells expressing *Il5* and *Il13*, Tγδ cells expressed γδ T cell receptor genes *Tcrg-C1* and *Trdc*, and innate lymphoid cells in the ILC cluster expressed *Gata3* and *Hlf* while being negative for *Cd3e* and *Ncr1*(ref. ^127^). We identified a prototypical CAF cluster expressing the highest levels of *Pdgfra* and *Fap*^128^ and CAF-specific lincRNA *Meg3*(refs. ^129,130^). A second fibroblast cluster expressed *Wif1*, an emerging marker in papillary dermis^131–133^. Two clusters with high levels of the myofibroblast marker *Acta2* expressed *Lrrc15* and *Fbln1*, respectively, both genes associated with immunoregulatory myofibroblast populations in pancreatic cancer and in breast cancer^88,89^.

### ST analysis

Tissue was prepared according to 10x Genomics Visium V1 Slide–3′ Spatial guidelines. Tumours were frozen in a bath of isopentane and liquid nitrogen, stored at –80 °C in a sealed container, then embedded in OCT. Tissue was sectioned at temperatures of –20 °C for the cryostat chamber and –10 °C for the specimen head at 10 μm thickness. An optimal permeabilization time of 18 min was determined using a Visium Spatial Tissue Optimization kit (10x Genomics). Sequencing data were mapped using spaceranger (v.2.0.0) using the mm10-2020-A transcriptome (10x Genomics) to generate spatial gene expression matrices, which were processed according to the Seurat spatial vignette (https://satijalab.org/seurat/articles/spatial_vignette.html). We integrated data normalized with SCTransform (v.2) across the two ST samples. For label transfer, we then integrated this dataset on the first 30 principal components with scRNA-seq data normalized using SCTransform (v.2). The probabilistic distribution of cell types identified by scRNA-seq in each ~50 μm spot of the spatial array was calculated using the TransferData function. To assess cell-type colocalization within the tissue^134^, we determined significant Pearson’s correlations between cell-type scores across each array spot with the corr.test function of the psych (v.2.3.3) package (https://CRAN.R-project.org/package=psych), using the Holm method for multiple comparison *P* value adjustment.

### CAF cultures

Primary mouse CAFs were sorted from tumours at 50 DPI based on PDGFRα (also known as CD140a) expression and cultured in DMEM supplemented with 10% FBS and penicillin–streptomycin at 37 °C and 5% CO_2_. Cells were split at a ratio of 1:2–1:5 when fully confluent for no more than 15 total passages from the time of sorting. For cytokine gene or protein induction studies, cells were grown to confluency then deprived of serum in DMEM with 0.5% FBS for 24 h, followed by stimulation with 10% FBS for the indicated amount of time. Primary human melanoma CAFs were obtained from the NCI Patient-Derived Models Repository (PDMR^135^, NCI-Frederick, Frederick National Laboratory for Cancer Research, Frederick, MD, https://pdmr.cancer.gov/) and the Aplin laboratory^136,137^. All human-derived cell cultures were stripped of any patient identifiers before they were provided to our laboratory, and their use is not subjected to Institutional Review Board approval. Ethics information relevant to their collection is provided in the noted references. Cells were maintained on plates coated with Cultrex Basement Membrane Extract, PathClear (Bio-Techne) in Advanced DMEM/F12 (Gibco) supplemented with 5% heat-inactivated FBS, 2 mM l-glutamine (Gibco), 10 ng ml^–1^ recombinant human EGF (Gibco), 400 ng ml^–1^ hydrocortisone (Sigma), 24 μg ml^–1^ adenine (Sigma), 100 μg ml^–1^ Primocin and 25 μg ml^–1^ Plasmocin (Invivogen); 10 μM Y-27632 dihydrochloride (Tocris) was added to the medium during the initial expansion of cultures. For serum starvation before cytokine induction, hydrocortisone, adenine and EGF were omitted, and the serum concentration was reduced to 0.25%. After 24 h, starvation medium was replaced with complete human CAF medium without Y-27632 dihydrochloride. Supernatant was collected, centrifuged to remove cells and debris, and flash-frozen. Cells were counted using a Guava Muse Cell Analyzer Count & Viability kit (Luminex).

### Protein quantitation

Western blotting was performed as previously described^62^ using the antibodies listed in Supplementary Table 8. For cytokine quantitation in mouse samples, total protein was extracted using RIPA buffer and normalized to the lowest sample concentration. Analytes of interest were quantified using a Mouse Cytokine Array/Chemokine Array 31-Plex by Eve Technologies. For cytokine quantitation in human CAFs, supernatant was diluted 1:5, 1:10 and 1:20 with assay diluent and subjected to ELISA in duplicate against human CCL2, IL-6 (BioLegend) and CXCL1 (R&D Systems) according to the manufacturers’ instructions. Data points within range of the standard curve were normalized by cell number and averaged for each sample.

### Monocyte Transwell migration assay

Monocyte migration was performed as previously described^138^ but with modifications. In brief, 7.5 × 10^4^ WT or dKO CAFs were seeded per well of a 24-well cell culture insert companion plate (Corning), in triplicate, allowed to grow for 24 h reaching confluency, then starved for 24 h as described above. Monocytes were isolated from femur and tibia bone marrow of tumour-naive WT 129S mice using a MojoSort Mouse Monocyte Isolation kit (BioLegend) and labelled with 3 μM CMFDA green dye in serum-free RPMI 1640 medium for 30 min at 37 °C. After washing with R10 medium (RPMI 1640 supplemented with 10% heat-inactivated FBS, 20 mM HEPES, 0.5 mM sodium pyruvate, 1% penicillin–streptomycin, 1× MEM amino acids without l-glutamine, 1× MEM non-essential amino acids, Gibco), unbound dye was allowed to diffuse out by another incubation for 30 min at 37 °C in R10. Next, 1 × 10^5^ monocytes in 300 μl R10 were added to a FluoroBlok insert with 3 μm pore size (Corning), which functioned as the upper chamber. Concomitantly, starvation medium on CAFs in the companion plate, which functioned as a lower chamber, was replaced with 800 μl R10. One well each of R10 and R10 supplemented with 10 ng ml^–1^ recombinant mouse CCL2 (BioLegend) were used as negative and positive controls, respectively. Plates were imaged for green widefield fluorescence at the *Z* position corresponding to the CAF layer, every 6 h for a 72 h time course, in a Cytation 7 automated microscope (Agilent). Image stitching, background subtraction, segmentation and cell count were performed using the onboard Gen5 (v.3.12) software (Agilent). To account for differences in monocyte reactivity among donor mice, cell numbers were normalized to the number of monocytes migrated at 24 h in the CCL2-positive control.

### TCGA data analysis

TCGA melanoma cohort (SKCM)^139^ RNA-seq raw counts and sample annotations were downloaded using the TCGAbiolinks (v.2.25.3) package^140^. Gene counts were normalized using the TMM method from the edgeR (v.3.40.1) package^141^ to account for biases arising from library size and gene length. Primary and metastatic lesions were separately analysed, and comparisons for TME composition and gene expression were performed between the first and third tercile of *MACROH2A1* and *MACROH2A2* expression. Deconvolution of immune populations^142^ and tumour/stroma/immune microenvironmental composition^143^ was performed using the IOBR (v.0.99.9) package^144^. Differential gene expression analysis was performed using DESeq2 (ref. ^99^) with raw counts as input.

### Human CAF scRNA-seq reanalysis

scRNA count matrix of 855,271 high-quality cells and associated metadata annotations from a previous study^60^ (GSE210347) were reanalysed. Counts were scaled using the Seurat LogNormalize function with a scale factor of 10,000. The top 2,000 most highly variable genes were identified using the vst selection method of FindVariableFeatures. The RunFastMNN function from the SeuratWrappers (v.0.3.0) package was utilized to perform batch correction using the ‘SampleID’ metadata column. The top 30 principal components were used in the downstream analysis. To investigate the correlation between *MACROH2A1–MACROH2A2* and *IL6–CXCL1–CCL2* expression, we generated pseudo-bulk counts from fibroblasts. In brief, the filtered Seurat object containing annotated fibroblasts was converted into a SingleCellExperiment (v.1.12) object using the raw counts per cell. The function aggregate*.*Matrix was used to sum and collapse the raw counts of each cell by their ‘SampleID’ annotation. Samples with <100 cells and non-tumour tissue were filtered out. Collapsed raw counts were normalized using the vst function from DESeq2 and the Pearson’s correlation between genes was calculated using the chart.Correlation function from the PerformanceAnalytics (v.2.0.4) package.

### ATAC–seq library preparation

5 × 10^4^ sorted CAFs per sample were processed for ATAC–seq as previously described^145^. The optimal number of library amplification cycles was determined^146^. Libraries were subjected to double-sided size selection using SPRIselect beads (Beckman Coulter) at ratios of 0.55 and 1.2× before sequencing on a NextSeq 500 (Illumina) in 75 bp paired-end mode.

### ATAC–seq analysis

Read pairs were merged and adapters removed using NGmerge (v.0.3)^147^, followed by alignment to the mm10 assembly with bowtie2 (v.2.4.1)^148^. Low-quality (MAPQ < 30), mitochondrial genome and duplicated reads were removed using samtools (v.1.9)^149^, and genome coverage calculation for visualization purposes on the UCSC genome browser was performed using deepTools (v.3.5.1)^150^ excluding blacklisted regions^151^. WT and dKO replicates were concatenated using samtools merge to generate a master bam file. MACS2 (v.2.1.0)^152^ was used to identify significant peaks in the master bam file using the parameters –nomodel –nolambada –keepdup all –slocal 10,000. Quantification of reads in significant peaks for all samples was preformed using bedtools (v.2.29.2)^153^ multicov. Differential peak analysis was preformed using DEseq2 (1.30.1)^99^ (adjusted *P* value of <0.05 using the Benjamini and Hochberg procedure). For plotting static peaks, a set of 3,000 peaks with *P* adjusted of >0.05 and absolute log_2_ fold change of ≤0.2 were randomly selected.

### ChIP–seq

Approximately 8 × 10^6^ cultured CAFs or iDFs after 30 min of serum stimulation were single-crosslinked and processed for ChIP^154^ for H3K27ac (antibody 13-0045, Epicypher, lot number 20120001-28, 4 μg per reaction). Sequencing was performed on a NextSeq 500 in 75 bp single-end mode.

### ChIP–seq analysis

Adapters were trimmed using Trimmomatic (v.0.36)^155^, and alignment, read filtering and genome coverage calculation were performed as for ATAC–seq. The bam files of WT and dKO samples were concatenated into a master bam file, which was used to call significant peaks with matching input controls using MACS2 (v.2.1.0)^152^. Cutoff values for *q*-value significance were determined post-hoc, testing several *q*-values on the basis of the signal-to-background ratio. Quantification of reads in significant peaks for all samples was performed using bedtools (v.2.29.2)^153^ multicov. TEs and SEs were called on the basis of H3K27ac enrichment using the ROSE algorithm (rank ordering of super-enhancers) (v.0.11)^156,157^ with a stitching distance of 12.5 kb and a TSS exclusion zone size of 2.5 kb. The ROSE algorithm was also used to extract H3K27ac levels at TEs and SEs for WT and dKO samples individually. The average H3K27ac signal value across all elements was calculated for each sample and further used for normalization between samples. The log_2_ fold change ratio of the normalized signal (–0.75 < log_2_ fold change < 0.75) was used to call differential TEs and SEs. All other enhancers were considered static.

### CUT&RUN

2 × 10^5^ short-term cultured CAFs before or after 30 min of serum stimulation were processed for CUT&RUN^158^ for macroH2A1 (antibody ab37264, Abcam, lot number GR278020-1, 1 μg per reaction). Cells were permeabilized with 0.0085% digitonin and incubated with antibody. DNA was cleaved with the CUTANA pAG-MNase (Epicypher). Released DNA was processed using a NEBNext Ultra II Library Preparation kit for Illumina (NEB), including a 14-cycle amplification step. Libraries were sequenced and reads were processed as for ATAC–seq.

### CUT&RUN analysis

MacroH2A1 enrichment determined by CUT&RUN was benchmarked by correlation analysis with published macroH2A1 ChIP–seq data in dermal fibroblasts^62^. Enrichment at the level of read pileups had a correlation coefficient of 0.79 (Extended Data Fig. 6a). MacroH2A1 chromatin domains were called separately for stimulated and unstimulated samples using SEACR (v.1.3)^159^ without a control in stringent mode with a threshold of 0.05, and significant peaks were merged using bedtools (v.2.29.2)^153^ if within 25 kb distance. Merged peak and alignment files for unstimulated and stimulated cells were then concatenated to generate master files for the ROSE algorithm^156,157^. A stitching distance of 12.5 kb, no TSS exclusion and normalization to element size were used in ROSE to rank macroH2A1 domains. The equivalent of SEs called by ROSE based on the macroH2A1 signal were termed super-MCDs. The equivalent of TEs was then divided into groups of standard and low macroH2A1 signals using a cutoff above 3,780 (signal density × length units) determined post-hoc on the basis of the macroH2A1 enrichment-to-background ratio. Most domains with low macroH2A1 signal were also below 1.5 kb in length, represented less than 0.5% of the genome, showed higher enrichment of IgG over the macroH2A signal, and were therefore excluded from further analysis. For comparing macroH2A1 enrichment levels, static genes were selected as follows: for each differentially expressed gene, all genes within 25% of its averaged transcripts per million (TPM) level in WT samples were identified, and 10 (inflammatory up genes comparison) or 3 (all DEG comparison) genes that were neither differentially expressed nor less than 1 kb in length were randomly selected, added to a running list, and duplicates were removed.

### pcMicro-C

Micro-C was performed using a Dovetail Micro-C kit (Cantata Bio) according to the manufacturer’s protocol. Chromatin from 1 × 10^6^ WT and dKO cultured CAFs, crosslinked after serum stimulation, was digested with 3 μl MNase to obtain a mononucleosomal fraction within specifications. Each chromatin preparation was subjected to proximity ligation and subsequent library preparation in duplicate. Next, 400 ng of each library was pooled and subjected to promoter capture using a Dovetail Target Enrichment kit and a Mouse Pan Promoter Panel (Cantata Bio). The manufacturer’s protocol was adjusted by halving the streptavidin bead elution volume to enable the use of the entire post-capture material for the amplification reaction and performing only seven PCR cycles. The resulting 4-plex library was sequenced on a NextSeq 500 high output lane in a 75 bp paired-end configuration.

### Chromatin looping analysis

Interaction calling and significance thresholding was performed based on the workflow developed by Dovetail Genomics (https://micro-c.readthedocs.io/en/latest/) and the CHiCAGO tool recommendations^160^. Sequenced reads were aligned using BWA (v.0.7.17-r1188)^161^ and filtered using PairTools (v.1.0.2)^162^ and SAMTools (v.1.9)^149^ to identify non-duplicated read pairs. The technical replicates were merged, and significant interactions (chromatin loops) were called using CHiCAGO (v.1.2.0)^163^ with default parameters at 10 kb resolution^160^. Significant Interactions were defined as those with a CHiCAGO score of ≥5 per condition. For visualization on the UCSC genome browser, output loop files were converted from the WashU EpiGenome Browser interactBED format to the bigInteract format using BEDTools (v.2.30.0)^153,164^ and UCSC-Utils (v.2.9)^165,166^. Bait map plots depicting all called interactions per bait were generated using the plotBaits function native to CHiCAGO. Histograms showing the enrichment of functional elements (ATAC–seq peaks and H3K27ac peaks) at the distal end of loops were generated as a default output of the CHiCAGO pipeline. Interactions were defined as shared if both ends overlapped between conditions, and unique otherwise. Promoters and enhancers at proximal and distal ends of loops, respectively, were divided into classes on the basis of the type of macroH2A1 domain they overlapped with—super, standard and absent—and the nature of the loops underlying them—shared, WT-specific or dKO-specific. For the enhancer-specific association, enhancers were further divided on the basis of the direction of their change in H3K27ac levels by macro level to generate a count matrix of changes in enhancer activity versus changes in interactions, stratified by macroH2A1 level. We performed a Chi-square test of independence to determine associations between enhancer and looping deregulation in the absence of macroH2A. The mouse promoter panel uses multiple baits to capture alternative promoters of the same gene; therefore, we summed loop counts for all baits associated with the same gene name for overlap with gene expression changes. We compared the loop counts per gene in dKO versus WT samples and further stratified genes on the basis of their differential expression status and macroH2A1 occupancy. We performed a Chi-square test of independence to determine associations between gene expression and looping deregulation in the absence of macroH2A.

### Statistics and reproducibility

Information on the number of biologically independent samples analysed and the number of times experiments were performed is included in the figure legends. No assumption of data normality was made, and non-parametric statistical tests were performed except when *n* = 3 replicates (comparison of cell-type frequency in scRNA-seq data, CAF RT-qPCR) for which data distribution was assumed to be normal but this was not formally tested. All statistical tests performed were two-sided except when noted. No statistical method was used to predetermine sample sizes, but were similar to those reported in previous publications^22,97,167^. No data were excluded from the analyses, and biological samples were excluded from the study only if sample preparation or data acquisition failed. The experiments were not randomized, and the investigators were not blinded to allocation during experiments and outcome assessment.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41556-023-01208-7.

## Supplementary information

Reporting Summary

Peer Review File

Supplementary Table 1 Bulk tumour RNA-seq.

Supplementary Table 2 CD8^+^ T cell RNA-seq.

Supplementary Table 3 scRNA-seq.

Supplementary Table 4 ST analysis.

Supplementary Table 5 CAF RNA-seq.

Supplementary Table 6 iDF RNA-seq.

Supplementary Table 7 pcMicro-C.

Supplementary Table 8 Reagents.

## Data Availability

The transcriptomics and epigenomic datasets, including raw and processed sequencing data generated and analysed during the current study, are available in the Gene Expression Omnibus (GEO) repository under accession number GSE200751 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE200751) and in this article’s table files. TCGA melanoma data are publicly available through the NCI Genomic Data Commons (GDC) data portal under project ID TCGA SKCM (https://portal.gdc.cancer.gov/projects/TCGA-SKCM). The human pan-cancer scRNA-seq dataset mined in this study is available in the GEO repository under accession number GSE210347 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE210347). The mouse M25 (GRCm38.p6) genome assembly and gene set used for transcriptomics and epigenomic analyses are available at Gencode (https://www.gencodegenes.org/mouse/release_M25.html). All other data supporting the findings of this study is available from the corresponding authors upon request. Source data are provided with this paper.

## Source data

Source Data Fig. 1 Statistical source data.
Source Data Fig. 2 Statistical source data.
Source Data Fig. 3 Statistical source data.
Source Data Fig. 4 Statistical source data.
Source Data Fig. 5 Statistical source data.
Source Data Fig. 5 Unprocessed western blots.
Source Data Fig. 6 Statistical source data.
Source Data Fig. 7 Statistical source data.
Source Data Extended Data Fig. 1 Statistical source data.
Source Data Extended Data Fig. 2 Statistical source data.
Source Data Extended Data Fig. 3 Statistical source data.
Source Data Extended Data Fig. 4 Statistical source data.
Source Data Extended Data Fig. 4 Unprocessed gels.
Source Data Extended Data Fig. 5 Statistical source data.
Source Data Extended Data Fig. 5 Unprocessed western blots.
Source Data Extended Data Fig. 9 Statistical source data.

# Supplementary material for: MacroH2A restricts inflammatory gene expression in melanoma cancer-associated fibroblasts by coordinating chromatin looping
**Source:** Nat Cell Biol. 2023 Aug 21;25(9):1332–45. doi: 10.1038/s41556-023-01208-7

CAF 5016  
CAF 5680  
CAF 6128  
CAF 6977  
CAF 7074  
CAF 7138  
CAF 10896  
CAF 40  
CAF 45  
CAF 47  
CAF 48  
WT CAF (mouse)  
ΔKO CAF (mouse)

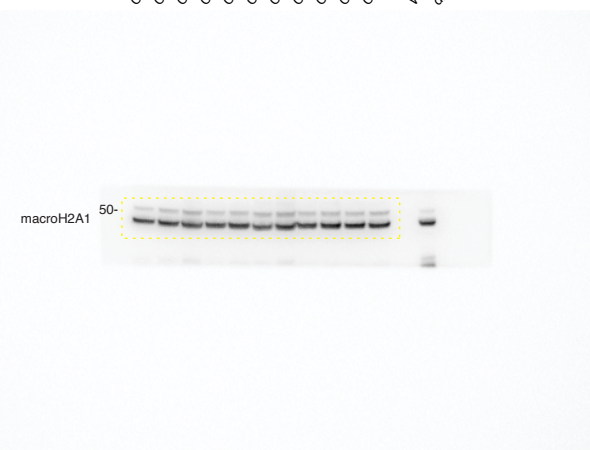

Note: total protein stain for this blot (below) not shown in main figure

CAF 5016  
CAF 5680  
CAF 6128  
CAF 6977  
CAF 7074  
CAF 7138  
CAF 10896  
CAF 40  
CAF 45  
CAF 47  
CAF 48  
WT CAF (mouse)  
ΔKO CAF (mouse)

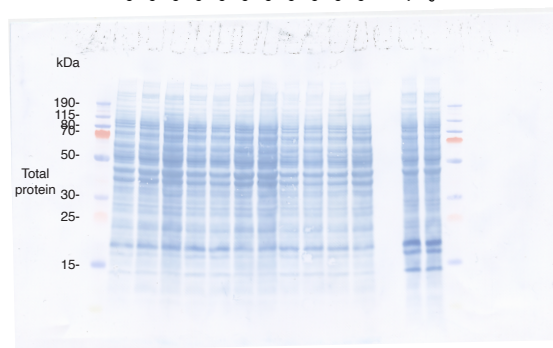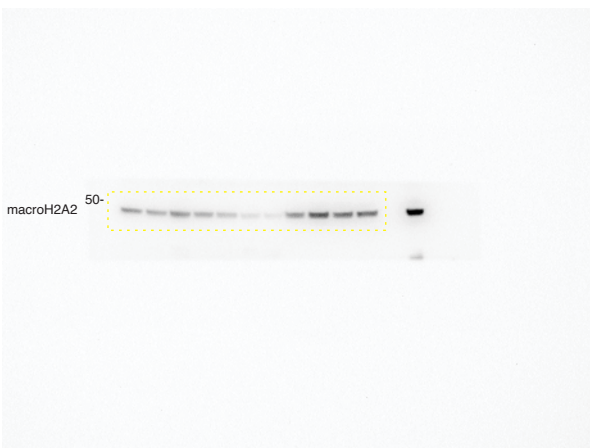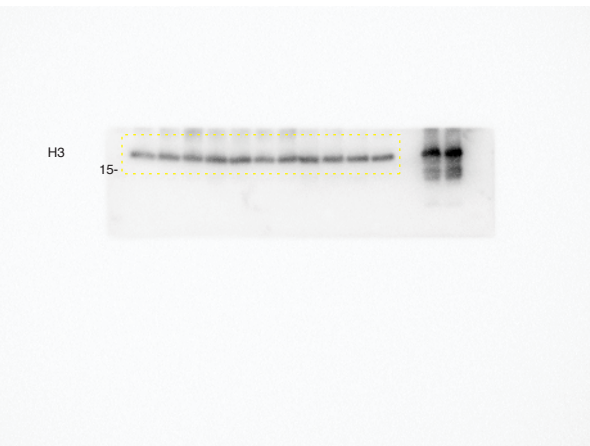

**Supplement:** Source Data Fig. 5 — Unprocessed western blots.

How the deposited data were processed for this re-analysis (not part of the article)

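RNA-seq values were read for 36 libraries: 12 bulk melanomas (6 WT and 6 dKO), 8 samples of sorted CD8+ T cells and 8 of sorted CAFs (4 WT and 4 dKO each), and 8 samples of immortalized dermal fibroblasts (iDFs; 2 replicates of each genotype at 0 and 30 min of serum). Genotype, sex, batch and time were taken from the sample labels. The authors mapped single reads of 75 bases to the Gencode transcripts of GRCm38.p6 with Salmon 1.2.1. The deposited file of each library holds estimated counts per transcript, which Salmon reports without normalization and which are not whole numbers, and effective transcript lengths in bases. The same deposited files hold TPM values, which Salmon scales by transcript length and by the total of the library. The TPM values sum to the same total in every library. They served to weight the effective lengths of the transcripts of a gene for the length offset named below and to list the transcripts of the targeted genes, and all tests started from the estimated counts.

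The estimated counts were summed per gene with Gencode mouse release 21 of GRCm38 and rounded to whole numbers, in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3. This annotation held 139791 of the 140992 transcripts (99.15%), and the transcripts without a gene held 0.25% to 0.52% of the counts of a library. The totals in genes ran from 17526681 to 85432438 per library. Tests ran in R 4.3.3 with edgeR 4.0.16 (filterByExpr with a minimum count of 10 and a minimum total of 15, TMM factors, robust quasi-likelihood fits and tests). The bulk tumours were fitted with terms for batch, sex and genotype, the CD8+ T cells and the CAFs with terms for sex and genotype, and the iDFs with their 4 groups in 1 fit. From the iDF fit came the contrasts of genotype at each time, of serum in each genotype and of their interaction. Residual degrees of freedom were 7, 5, 5 and 4, and the biological coefficients of variation 0.338, 0.521, 0.180 and 0.0665. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 0.75. The interaction of genotype and sex was tested in the same way in the 3 experiments on mice.

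Gene groups were tested with camera from limma 3.58.1 on log2 CPM with voom weights, 2-sided, at a preset correlation of 0.01 between genes, adjusted over the lists of a comparison. Of the 36 lists, 32 were written from background knowledge of cell types and pathways, and 4 hold the genes of Fig. 2b, 2g, 4d and 7d. For each list the members were also counted as called over all genes and as passing when adjusted over the list alone. Values in the supplementary tables of the paper had been seen before the lists and the rule for naming genes were written. By that rule the text names the genes that the paper names in its text or in those 4 figures. It adds, for each dKO comparison, the 3 higher and 3 lower protein-coding called genes with the greatest absolute log2 fold change, an average log2 CPM of at least 3 and no overlap between genotypes. It also adds the 2 members with the smallest p of each list that passed, for at most 10 lists, the 2 targeted genes and the sex-linked genes. Genes outside this rule are marked in the text, and the results of some genes within it are not reported here. The gene groups whose results are followed across all settings in the closing section were picked after their results were seen.

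The alternatives were DESeq2 1.42.0 in place of edgeR, RLE in place of TMM factors, no filter beyond 1 count, an offset for transcript length, protein-coding genes alone, no threshold on the fold change, each library left out in turn, models without sex or batch, a block for the iDF replicate number, and fits of only the 2 iDF groups compared. For lists they were an estimated correlation and the rotation test fry, which tests a list against no change rather than against the other genes. For serum-responsive genes they were 2 other definitions, and for the spacing of called genes 2 other distances. Leaving out the 2 CD8+ T cell libraries with the most melanocyte or neutrophil reads was added after their values were seen. Overlaps of calls between experiments were tested with Fisher's exact test, and the spacing of called genes on the chromosomes against 1000 random draws of as many tested genes. The libraries of the bulk, CD8+ T cell and CAF experiments were also divided in other ways into groups of the same sizes, and the calls were counted again.

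Each step was first tested on simulated data that drew counts for the real genes and changed 200 of them, 100 at a log2 fold of 1 and 100 at 2. At these sizes edgeR recovered 36% and 74% in the design of the tumours (9 false calls among 18097 genes), 16% and 55% in that of the CD8+ T cells (7 of 14944), 66% and 88% in that of the CAFs (8 of 15786) and 79% and 95% in that of the iDFs at 30 min (4 of 14382). DESeq2 recovered 53% and 88% (40 false calls), 27% and 70% (40), 72% and 95% (31) and 79% and 91% (9). No library was a copy of another. The supplementary tables were at hand only in part (1996 of 26687 genes for the tumours, 1999 of 21723 for CD8+ T cells, 1230 of 21538 for CAFs and 1222 of 18948 for iDFs), so that they served to compare 114 single genes and not to test overlaps. Figures were drawn with matplotlib 3.10.9. The single-cell, chromatin and imaging data of the paper were not read.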

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

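The tests on the position of called genes on the chromosomes were chosen only after the result was seen. Each value in this part stands out by 1 of 3 measures, a sample far from its group, an effect that differs between genotypes, or a signal in genes that the paper does not discuss.

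In 11 of the 214 groups of 4 or 6 samples examined, the highest or lowest sample lay further from the others than the 95% limit of Dixon's test allows, and chance gives about 1 in 20, or 10.7. The gap is given as a share of the range of the group, both taken on log2 CPM after 0.5 was added to the CPM. In the bulk tumours the only dKO female was high in *Il6* (gap 0.630, 14.7 CPM against 0.406 to 2.07 in the other dKO tumours), and without it the log2 fold change was 1.33 in place of 2.44. The WT female of batch 2 was high in *Cd200r4* (0.631, 3.89 CPM against 1.54 to 2.21), and the dKO male of batch 1 was low in *H2afy* (0.656, 61.2 CPM against 74.4 to 82.4). Among WT CD8+ T cells, 1 male was low in *Ifit3* (0.920, 81.1 CPM against 113 to 116). The other WT male was high in *Baiap3* (0.846, 1.36 CPM against 0.359 to 0.468) and low in *Dynlt1b* (0.974, 14.2 CPM against 34.5 to 35.4). The call of *Dynlt1b* was lost without the first of these males (adjusted p = 0.0502 from edgeR) or 1 of the dKO males (adjusted p = 0.0669). It was also lost without the 2 CD8+ T cell libraries with the most melanocyte or neutrophil reads (0.1). Its log2 fold change was -3.06 without those 2 libraries and -3.25 with all 8. Among WT CAFs, 1 female was low in *Fosl2* (0.834, 396 CPM against 631 to 692). The call of *Fosl2* was kept only without 1 of the dKO males, was lost without sex in the model (adjusted p = 0.0566 from edgeR), and its log2 fold change was 0.61 without that female. The other WT female was high in *Gvin1* (a gap of 1, with 0.703 CPM against 0 in the others) and low in *H2afy* (0.930, 51.8 CPM against 60.0 to 60.7). Without it the fitted log2 fold change of *Gvin1* is no longer bounded, as the other WT samples are at 0. Among dKO CAFs, 1 male was high in *Hmga1b* (a gap of 1, with 0.107 CPM against 0) and low in *Abca9* (0.841, 244 CPM against 382 to 416). The call of *Abca9* was lost without 1 of the WT males (adjusted p = 0.0599 from edgeR) or the other dKO male, where its log2 fold change was 0.71, and without sex in the model (adjusted p = 0.0631).

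3 serum responses in iDFs differed between genotypes by the interaction test. The rise of *Nfkbia* was greater in dKO by a log2 fold of 1.38 (standard error 0.068, adjusted p = 1.0e-04 from edgeR). That of the pseudogene *Gm2446* was greater by a fitted 10.16 (adjusted p = 0.00272 from edgeR), which includes a group with no counts. In dKO its counts went from 0 to 103 and 136, at least 88.6-fold against a floor of 3 counts over the group, and in WT it had a log2 fold change of -0.20 after serum. Over the NF-κB target genes the median difference was 0.31 (adjusted p = 3.1e-08 from camera, adjusted p = 0.752 with an estimated correlation, 0.983 by fry, and 3.9e-14 to 0.00182 without any 1 sample).

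4 zinc-finger family genes that the paper does not discuss were lower in dKO in 3 of the 4 experiments. The median of their called log2 fold changes was -3.50 for *2210418O10Rik* and -7.90 for *Gm14305* (bulk, CD8+ T cells and CAFs), -3.97 for *Gm14295* (CD8+ T cells, CAFs and iDFs at both times, at -6.20, -7.89, -1.75 and -1.73) and -7.46 for *Gm14296* (bulk, CAFs and iDFs). The last is the value in tumours, and the dKO CAFs had no counts of *Gm14296* against 32 to 74 in WT, which is at least 77.8-fold lower. All 4 lie on chromosome 2 within a run of 13 genes lower in CAFs (175372436 to 176927809). Among 11502 genes tested in every experiment, 3 were lower in at least 3 of them, where independent calls would give 0.0184.

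Called genes lay closer together than random genes in some comparisons. The share with another call within 1 Mb was above every 1 of 1000 draws in 2 of the 5 dKO comparisons. These were the bulk tumours (37.5%, highest draw 25%) and CD8+ T cells (31.1%, highest draw 29.7%). In CAFs 24.5% had another call within 100 kb (18 of 1000 draws as high). The iDFs at 30 and 0 min lay below the median draw at 1 Mb and at 100 kb (74.0% and 75.2% against 76.9% and 77.1% at 1 Mb). Within 5 Mb no comparison was above every draw. There the share was 50% in bulk tumours (10 of 1000 draws as high) and 51.4% in CD8+ T cells (6 of 1000). The iDFs at 30 min lay above the median draw at that distance (98.2% against 97.8%). Sequence differences from the reference strain cannot be told apart from macroH2A loss, since 66.0% of calls in CAFs had a neighbour within 1 Mb and so did 65.9% of random genes by the median draw, and the comparisons without clustering say nothing of the tumours and CD8+ T cells (as first written, the test counted against this explanation). The tables argue against DNA beside the targeted genes as the source of this clustering, since of the 26 clustered calls in tumours and CD8+ T cells 24 lie on chromosomes without a targeted gene and 0 within 10 Mb of one, while the share of all calls within 10 Mb, no more than 1.5 times that elsewhere in 4 of the 5, decides little where only 0.129 and 1.16 calls were expected there. A haplotype of the mouse background on chromosome 2, and reads shared among these near-identical genes, may explain the run in tumours and sorted cells and were not tested apart from macroH2A loss.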

How the results depend on the processing

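The fit without 2 CD8+ T cell libraries, and the choice of the gene groups followed here, were made only after the result was seen. The cause of each change below was not tested. Counts are of genes higher and lower in dKO, or after serum.

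DESeq2 gave 78 and 113 in bulk tumours (3 and 5 by edgeR), 282 and 169 in CD8+ T cells (39 and 35), 346 higher in CAFs (229), 103 lower after serum in dKO iDFs (170) and 6 and 1 for the interaction of genotype and serum (2 and 0, with 346 genes at an unadjusted p under 0.05). For the interaction of genotype and sex, where edgeR called 0 genes in each experiment (2521, 808 and 674 at an unadjusted p under 0.05), DESeq2 called 424, 77 and 30 in bulk tumours, CD8+ T cells and CAFs. With no low-count filter the counts were 5 and 20 in bulk tumours, 439 and 405 in CD8+ T cells, 100 lower after serum in WT iDFs (63) and 5 and 2 for the interaction with serum. Without the sex term they were 5 and 16 in bulk tumours and 130 and 256 in CAFs (229 and 636), and with neither sex nor batch 5 and 11 in bulk tumours. Protein-coding genes alone gave 19 and 15 in CD8+ T cells and 1 higher for the interaction. Without the 2 CD8+ T cell libraries with the most melanocyte or neutrophil reads they were 13 and 11. The length offset gave 34 genes lower after serum in WT and 88 in dKO, and a fit of only the 2 groups 110 in dKO. With no threshold on the fold change there were 600 higher in CAFs, 2527 and 2258 in iDFs at 30 min (572 and 729), 2431 and 2291 at 0 min (579 and 734), 557 and 213 after serum in WT (231 and 63), 898 and 563 in dKO (309 and 170) and 347 serum-responsive genes (56). A positive interaction as the definition of a serum-responsive gene left 2. With the iDF replicate number as a block, 103 genes were lower after serum in WT, 4 higher for the interaction and 66 serum-responsive. To compare replicates of the same number, the mean of each iDF group was first subtracted from log2 CPM. The remaining deviations of same-numbered replicates in different groups correlated at 0.049 to 0.221 (median 0.158). Whether such replicates share more than the number is not stated.

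Leaving out 1 library gave 0 to 4 higher and 4 to 10 lower in bulk tumours, 11 to 29 and 12 to 28 in CD8+ T cells, 120 to 279 and 384 to 638 in CAFs, 501 to 566 and 620 to 740 in iDFs at 30 min, 482 to 591 and 585 to 761 at 0 min, 113 to 258 and 11 to 81 after serum in WT, 177 to 330 and 48 to 231 in dKO, 2 to 4 and 0 to 3 for the interaction and 38 to 71 serum-responsive genes. In iDFs this leaves 1 sample in a group, which is then assumed to vary like the other groups.

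The adjusted p of gene groups, with an estimated correlation and by fry (which tests a list against no change rather than against the other genes), was 0.41 and 0.255 for NF-κB targets, 0.242 and 0.14 for myeloid chemoattractants, 0.41 and 0.255 for T cell genes, 0.322 and 0.2 for muscle genes and 0.453 and 0.394 for keratinocyte genes in bulk tumours. In CD8+ T cells it was 0.425 and 0.155 for interferon genes, 0.822 and 0.632 for G2/M genes, 0.822 and 0.632 for E2F targets and 0.425 and 0.155 for type 17 genes. For NF-κB targets it was 0.555 and 0.105 in CAFs and 0.928 and 0.0284 in iDFs at 30 min. Without 1 library it ran, from camera, from 1.9e-15 to 0.621 (NF-κB), 2.6e-13 to 0.0879 (chemoattractants), 1.4e-07 to 0.108 (T cell), 3.6e-39 to 3.8e-11 (muscle) and 4.1e-08 to 0.866 (keratinocyte) in bulk tumours. It ran from 3.7e-17 to 5.0e-11 (interferon), 1.2e-07 to 0.0331 (G2/M), 3.2e-07 to 0.0129 (E2F) and 5.2e-07 to 4.5e-05 (type 17) in CD8+ T cells, and for NF-κB targets from 3.0e-08 to 0.00698 in CAFs and 3.6e-06 to 0.0612 in iDFs. The 4 highest p values above 0.05 in bulk tumours came without the only dKO female, and that in iDFs without WT replicate 1 after serum. Over all lists, 20 of 36 in bulk tumours, 11 of 36 in CD8+ T cells, 12 of 35 in CAFs and 4 of 32 in iDFs at 30 min passed at the preset correlation, 0 with an estimated one by camera, and 1, 0, 3 and 14 by fry.

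The share of calls with a neighbour within 100 kb was 0% in bulk tumours and 24.5% in CAFs, where the median draw gave 20.9% and the 95th percentile of the draws 23.6%. *Cd200* turned positive in bulk tumours without the WT male of batch 2 (0.037), the WT male of batch 1 (0.023) or 1 dKO male of batch 2 (0.049), and was lowest without the only dKO female (-0.27). Among all named genes, refits without 1 library left 1176 results as they were, made 90 calls fail and 11 pass and reversed 3 signs, and the other settings left 1026, made 37 fail and 80 pass. At these depths genes of few counts, such as *Ifng* with 1 to 40 per tumour, could not be tested with the filter. Genotype is uneven in sex in bulk tumours (1 dKO female), and iDFs have 2 replicates per group, which limits what these p values cover.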

Differences from the paper's values

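Of the tests compared in this part, only the fit without 2 CD8+ T cell libraries was chosen after the result was seen, and it brought neither count there closer to the paper's. Counts are set beside the paper's at its thresholds (adjusted p under 0.05, absolute log2 fold change above 0.75), except that the paper adjusted p by independent hypothesis weighting and these counts by Benjamini-Hochberg. Gene values of the paper come from the part of its supplementary tables at hand, which gives no standard errors. A value is within when it lies no further from the paper's than the standard error of its own fit, so an alternative can also come within by a larger error. Of the genes compared, 24 of 29 in bulk tumours, 29 of 30 in CD8+ T cells, 35 of 39 in CAFs and 13 of 16 in iDFs at 30 min were within.

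In bulk tumours edgeR called 3 genes higher and 5 lower, and the paper's counts are 170 and 218. None of the alternatives set before the data were examined came within 1.5 times of either, and DESeq2 came nearest with 78 and 113. In CD8+ T cells the counts were 39 and 35, and the paper's supplement gives 346 and 223. DESeq2 came within for both (282 and 169) and the fit with no low-count filter for the higher genes (439) but not for the lower ones (405), and no other alternative did. In CAFs edgeR called 229 genes higher and the paper gives 357. DESeq2 (346), no low-count filter (243) and leaving out 1 of the dKO females (279) came within, and the others, from 120 to 600, did not. For serum-responsive iDF genes the count was 56 and the paper's is 139, and none of the alternatives came within. They ran from 38 to 71 without 1 sample and from 46 to 66 in the other settings, except for 347 with no threshold on the fold change and 2 with a positive interaction required. The caption of Fig. 6f describes the paper's genes as induced more by serum when macroH2A is absent, and the text at hand gives no thresholds.

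In bulk tumours the log2 fold change of *Ccl9* was 1.02 and the paper's is 1.44. The length offset (1.42) and the fits without the WT male of batch 2 (1.37) or 1 dKO male of batch 2 (1.17) came within, and the others did not. The log2 fold change of Gsdma2 was -0.96 and the paper's is -2.27, with the length offset (-2.28) and the fit without the WT male of batch 1 (-1.73) within. For *Ttn* they were -1.26 and the paper's -1.96, with the length offset (-1.97) and the fit without the WT male of batch 1 (-1.79) within. For *Cd200* (-0.036, the paper's -0.89) and *Lsamp* (1.62, the paper's 2.17) only the length offset came within (-0.90 and 2.16). So it did for *Socs4* in CD8+ T cells (1.19, the paper's 1.51, offset 1.52). In CAFs *Gvin1* was at 7.12 and the paper's is 8.44, with only DESeq2 (8.45) within, and *Zfp949* at 3.60 and the paper's 2.85, with only the length offset (2.86) within. The log2 fold change of Ugt1a6b was -5.93 and the paper's is -6.56, with DESeq2 (-6.56), the length offset (-6.01) and the fits without any 1 male other than 1 of the dKO males (-6.98 to -6.20) within. No low-count filter (-5.92) and the fit without that dKO male (-5.89) were within only by a larger standard error, with values further from the paper's. *Pop4* was at 1.18 and the paper's is 1.00, with the length offset (1.00) and the fit without 1 of the WT males (1.08) within. In iDFs at 30 min *Bmp4* was at 6.52 and the paper's is 7.54, with the length offset (7.50) and the fit without WT replicate 1 after serum (7.81) within. *Fap* was at -1.78 and the paper's is -1.91, with the length offset (-1.92) and the fits without WT replicate 2 (-1.81) or dKO replicate 1 (-1.94) after serum within. DESeq2 (-1.78) and the fits without either WT replicate before serum (both -1.79) were within only by a larger standard error, with values almost as in the fit by edgeR. *H2afy* was at -0.50 and the paper's is -0.41, with only the length offset (-0.42) within. All other alternatives for these genes stayed outside.

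The paper states that *Ccl2*, *Cxcl1*, *Ccl9* and *Il6* rise in dKO tumours. EdgeR called none (log2 fold changes 1.19, 2.04, 1.02 and 2.44), DESeq2 called *Ccl2* (adjusted p = 0.00107) and *Il6* (adjusted p = 0.0326), and no setting called *Cxcl1* or *Ccl9*, while their list moved up at the preset correlation (adjusted p = 2.2e-07 from camera, and 0.242 with an estimated correlation). It states that metalloproteinases rise. Here the list moved up (adjusted p = 6.7e-06 from camera, and 0.144 with an estimated correlation), and only DESeq2 called *Mmp3* (adjusted p = 3.2e-04), *Mmp8* (0.00624), *Adamts5* (3.6e-05) and *Adamdec1* (0.00221). DESeq2 alone also called *Csf3r* (0.0398), *Ccl11* (2.2e-04) and *Nlrp3* (0.0277). It states that muscle and keratinization genes fall. Both lists moved down at the preset correlation (adjusted p = 0.322 and 0.453 with an estimated one), DESeq2 called *Myoz1* (0.00548, also called by edgeR without the WT female of batch 2, 0.042), and no setting called *Ttn*, *Krt79* or *Sprr1a*. It states that gasdermins and the CD200 axis fall. *Gsdmc4* was called by DESeq2, without the filter, without sex, batch or both terms, and without either dKO male of batch 3, *Gsdmc3* by DESeq2 (1.6e-08) and without sex (0.0205), *Cd200r4* by DESeq2 (0.00908), and *Gsdma2* and *Cd200* by no setting. It states that *Cd8a*, *Ifng* and *Gzmc* fall. *Gzmc* was called by DESeq2 (8.3e-04), *Cd8a* (log2 fold change -1.28) by no setting, and *Ifng* did not pass the filter.

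In CD8+ T cells the paper states that the IL-17F and IL-23R genes rise. Their log2 fold changes were 2.59 and 2.09, and DESeq2 (adjusted p = 0.0208 and 0.00278) and the edgeR fit without the filter called both. It states that IL-1 receptors rise, and only the fit without the filter called *Il1r1* (0.0256) and *Il1r2* (1.2e-15). With the filter their adjusted p was 0.264 and 0.28 from edgeR and 0.0615 and 0.124 from DESeq2. The fit without the filter called 439 genes higher and 405 lower, against 39 and 35 with it, so a call by that fit alone is weak evidence. DESeq2 and the fit without the filter both called the cytokine genes *Il13* and *Areg*, and only the fit without the filter called *Il5*. It states that genes of TNF signalling rise. *Tradd*, *Jun* and *Junb* were called by DESeq2 (0.00683, 6.4e-04 and 0.037) and without the filter, and the NF-κB targets as a list did not move (adjusted p = 0.948 from camera). It states that interferon, G2/M and E2F genes fall, and the 3 lists moved down at the preset correlation (adjusted p = 0.425, 0.822 and 0.822 with an estimated one). Of the genes named here, *Ifit1*, *Ifit3*, *Ifih1*, *Eif2ak2*, *Epsti1* and *Espl1* were called by DESeq2 and without the filter (*Ifit1* also without 1 dKO female), and *Nusap1* and *Melk* by DESeq2 alone. *Socs3* and *Pdcd1* were called by both settings.

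In CAFs the paper states that *Lrrc15* falls with *Fbln1*, and only DESeq2 called *Lrrc15* (log2 fold change -1.07, DESeq2 adjusted p = 0.00178), as it alone did *Eln* (0.00445). Among cytokine and NF-κB genes shown as higher, only DESeq2 called *Ptgs2* (0.0284) and *Cxcl2* (0.0169). *Ptx3* was called by DESeq2 (9.9e-04) and without 1 of the WT females (0.0324), and *C3* by DESeq2 (5.3e-04) and in 3 fits without 1 sample (0.0468 to 0.0498). *Zfp36* (log2 fold change 0.71) was called with no threshold on the fold change and without 1 of the WT males or 1 of the dKO males, and *Atf3* (0.40) with no threshold. In iDFs at 30 min *Ccl2* was called by DESeq2 (0.00499), with the length offset (0.0322), with protein-coding genes alone (0.0483), with the replicate block (0.0261) and without WT replicate 2 after serum (0.0367). With no threshold on the fold change *Ier5*, *Egr3*, *Ccnb1*, *Mki67*, *H2afy* and *H2afy2* were called there too.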

Other observations

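The tests on RNA of other cells and on the position of genes on the chromosomes were chosen only after the result was seen, and the counts over other divisions of the samples were set earlier. The tests first described in the passages are not repeated.

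In sorted CAFs the genes of other skin cells moved together. Of 21 keratinocyte genes 14 were lower in dKO by edgeR (15 by DESeq2) and 20 had a negative log2 fold change (median -1.58, adjusted p = 5.0e-11 from camera, and 0.161 with an estimated correlation). Of 13 melanocyte genes 2 were lower (10 by DESeq2) and 12 had a negative log2 fold change (median -1.13, adjusted p = 8.4e-05, and 0.555 with an estimated correlation), and both shifts held without any 1 sample. Neural crest and Schwann precursor genes moved the same way, with 5 of 19 lower and 1 higher (7 and 1 by DESeq2, median -0.48, adjusted p = 0.0253, and 0.656 with an estimated correlation). Genes of the unfolded protein response moved up in CAFs (median 0.08, adjusted p = 0.0327, and 0.677 with an estimated correlation) and in bulk tumours (median 0.17, adjusted p = 0.00126, and 0.422), and those of oxidative phosphorylation moved down in both (medians -0.10 and -0.18, adjusted p = 0.00395 and 2.3e-05, and 0.677 and 0.529). In bulk tumours 15 of 17 genes of inflammatory CAFs had a positive log2 fold change (median 0.79, adjusted p = 1.3e-06, and 0.242 with an estimated correlation), and E2F targets moved down (median -0.17, adjusted p = 3.4e-05, and 0.453). These 4 last groups and the neural crest genes were not refitted without single samples.

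Many genes differed between genotypes in opposite directions in CAFs and iDFs. Of the genes tested in both, 15 were higher and 46 lower in both (5.66 and 17.8 by independent calls), while 25 were higher in CAFs and lower in iDFs at 30 min and 51 the reverse (7.13 and 14.1). *Apoe* was higher in dKO CAFs (log2 fold change 2.85) and lower in dKO iDFs (-3.54), and *Grem1* lower in CAFs (-2.67) and higher in iDFs (2.17), the iDF values of these 2 genes having been chosen after they were seen. Before and after serum, all 32 G2/M genes were below WT in iDFs (medians -0.41 and -0.38, adjusted p = 1.3e-07 and 3.0e-07 from camera, and 0.914 and 0.928 with an estimated correlation). Of 15 fibroblast genes 5 were lower at 30 min (median -0.24, adjusted p = 0.0428, and 0.656 with an estimated correlation), among them *Fap* (-1.78) and *Lum* (-1.76). The fibroblast group and the iDF values of *Apoe* and *Grem1* were not refitted without single samples. Patterning genes, chosen after their values were seen and not refitted without single samples, also differed. A run of 22 called genes on chromosome 6 (52155590 to 55501451) that holds the *Hoxa* cluster had 20 higher, among them *Hoxa13* (log2 fold change 4.44, adjusted p = 3.0e-05 from edgeR) and *Hoxa7* (3.25, adjusted p = 1.0e-06), while *Hoxc10* was lower (-2.39, adjusted p = 2.6e-07). At 0 min *Hoxa13* stood at 4.21 and *Hoxc10* at -2.46, so these differences were there before serum. With cultures of 1 origin per genotype not excluded by the sources, the site of the skin and macroH2A loss are not separated in iDFs, and this was not tested.

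Other divisions of the same samples were used to ask whether chance can be excluded for the number of calls. In CAFs the real groups gave 865 calls and the highest of the other divisions 0, and 1 of 34 (the real one) reached as many. In CD8+ T cells the real groups gave 74 and the highest other 1, again 1 of 34. Both results argue against chance, but 1 of 34 is the smallest share that 34 divisions can give, so chance is not excluded beyond that. In each of these 1 further division could not be fitted. In bulk tumours 3 of 100 drawn from 462 gave at least the 8 calls of the real groups, 88 gave 0 calls by edgeR, and the highest other gave 84, over 10 times the real count. Whether chance alone gave the 8 cannot be decided here. The divisions were drawn without regard to batch and sex, and some gave more calls than the real groups (84 and 30). Such divisions point to a structure of the samples, whose source was not tested.

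Type 17 genes moved up as a list in sorted dKO CD8+ T cells (adjusted p = 7.7e-06 from camera, and 0.425 with an estimated correlation), the type 2 cytokine genes *Il13* and *Il5* had log2 fold changes of 2.39 and 3.11 without being called by edgeR, and RNA of other lymphoid or mast cells is a candidate source. Leaving out the cytokines and receptors themselves, the median log2 fold change was 0.61 (SD 0.72) over 7 markers of gamma-delta T cells, 0.74 (SD 1.82) over 4 of group 2 innate lymphoid cells and 1.74 (SD 2.77) over 4 of mast cells and basophils. As first written, the test took any median of 0.75 or more as enough for this source, and that reading was given up after the value of 1.74 was seen, because the SD over its 4 genes is wider than the median. The most abundant gene of each list measured 99.6 and 100.5 CPM in dKO and WT (*Tcrg-C2*), 586 and 328 (*Gata3*) and 144 and 149 (*Kit*), and T cells themselves express some of these genes. Other cells and a change within CD8+ T cells cannot be told apart here. The purity of the sort on CD8 was not tested, and genes that mark other cells had counts in every sample.

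The same genes were called in CD8+ T cells and CAFs of separate mice, 18 lower and 7 higher in both (0.58 and 0.36 by independent calls). Of these 25 genes 13 are protein-coding, 9 are pseudogenes (which make up 2.26% of the genes tested in both) and 3 are other noncoding genes, and 20 of 23 had the same sign in bulk tumours against 9 of 22 in iDFs at 30 min. A sequence difference from the reference strain would place such genes together, and 28% had another of them within 1 Mb, above every draw (highest 24%). That test was the third on position and was written when the run on chromosome 2 had been seen. As first written it would count for this source, but 5 of the 7 neighbours are that run, and without them the share was 10%, which 275 of 1000 draws reached. A strain difference and an effect of macroH2A loss shared by both cell types cannot be told apart, because genotype and background were not varied separately.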
